# DC vaccines loaded with glioma cells killed by photodynamic therapy induce Th17 anti-tumor immunity and provide a four-gene signature for glioma prognosis

**DOI:** 10.1038/s41419-022-05514-0

**Published:** 2022-12-21

**Authors:** Maria Vedunova, Victoria Turubanova, Olga Vershinina, Maria Savyuk, Iuliia Efimova, Tatiana Mishchenko, Robrecht Raedt, Anne Vral, Christian Vanhove, Daria Korsakova, Claus Bachert, Frauke Coppieters, Patrizia Agostinis, Abhishek D. Garg, Mikhail Ivanchenko, Olga Krysko, Dmitri V. Krysko

**Keywords:** CNS cancer, Preclinical research, Cancer immunotherapy, Cell death and immune response, Prognostic markers

## Abstract

Gliomas, the most frequent type of primary tumor of the central nervous system in adults, results in significant morbidity and mortality. Despite the development of novel, complex, multidisciplinary, and targeted therapies, glioma therapy has not progressed much over the last decades. Therefore, there is an urgent need to develop novel patient-adjusted immunotherapies that actively stimulate antitumor T cells, generate long-term memory, and result in significant clinical benefits. This work aimed to investigate the efficacy and molecular mechanism of dendritic cell (DC) vaccines loaded with glioma cells undergoing immunogenic cell death (ICD) induced by photosens-based photodynamic therapy (PS-PDT) and to identify reliable prognostic gene signatures for predicting the overall survival of patients. Analysis of the transcriptional program of the ICD-based DC vaccine led to the identification of robust induction of Th17 signature when used as a vaccine. These DCs demonstrate retinoic acid receptor-related orphan receptor-γt dependent efficacy in an orthotopic mouse model. Moreover, comparative analysis of the transcriptome program of the ICD-based DC vaccine with transcriptome data from the TCGA-LGG dataset identified a four-gene signature (CFH, GALNT3, SMC4, VAV3) associated with overall survival of glioma patients. This model was validated on overall survival of CGGA-LGG, TCGA-GBM, and CGGA-GBM datasets to determine whether it has a similar prognostic value. To that end, the sensitivity and specificity of the prognostic model for predicting overall survival were evaluated by calculating the area under the curve of the time-dependent receiver operating characteristic curve. The values of area under the curve for TCGA-LGG, CGGA-LGG, TCGA-GBM, and CGGA-GBM for predicting five-year survival rates were, respectively, 0.75, 0.73, 0.9, and 0.69. These data open attractive prospects for improving glioma therapy by employing ICD and PS-PDT-based DC vaccines to induce Th17 immunity and to use this prognostic model to predict the overall survival of glioma patients.

## Introduction

Gliomas, the most frequent intrinsic type of primary tumors of the central nervous system (CNS) in adults, are associated with significant morbidity and mortality [1]. According to the newest World Health Organization classification of tumors of the CNS [2], gliomas, glioneuronal tumors, and neuronal tumors are divided into six different families. Among these are adult-type diffuse gliomas (i.e., most adult patients with primary brain tumors, e.g., glioblastoma (GBM), IDH- wildtype), pediatric-type diffuse low-grade gliomas (with favorable prognoses), and pediatric-type diffuse high-grade gliomas (with poor prognoses) [3]. The pediatric and adult types of gliomas are distinctively different biologically and genetically. Of note, pediatric-type diffuse gliomas have been subdivided into low-grade gliomas (LGG) and high-grade gliomas (HGG) [4]. GBM is classified as a grade 4 malignancy; it is the most aggressive type of cancer of the central nervous system and has a poorer prognosis [3, 5, 6]. Despite the development of novel, complex, multidisciplinary, targeted therapies, such as focal radiotherapy and adjuvant chemotherapeutics in combination with surgical resection, glioblastoma therapy has not progressed much over the last decades [7]. The median survival of patients diagnosed with glioblastoma is 12–15 months, with a five-year survival rate of 5% [8, 9]. Therefore, there is an urgent need to develop novel patient-adjusted anticancer immunotherapies that actively stimulate antitumor T cells, generate long-term memory, and result in significant clinical benefits.

Several recent, novel, therapeutic approaches have emerged that rely on vaccination to activate the patient’s own immune system and to induce a potent and long-lasting immune response against cancer antigens. Dendritic cells (DCs) are key to initiating and directing immune responses [10, 11], and one of these approaches involves the use of DCs loaded with antigenic material derived from or based on the autologous tumor. One such approach is based on the identification of neo-antigens, but it has low efficacy due to the high antigenic heterogeneity of glioma (e.g., glioblastoma multiforme) [12]. Moreover, this approach is complex, labor-intensive, and costly. In contrast, the preparation of cancer cell lysate from the glioma tissue of a patient is less complex and the lysate includes neo-antigens as well as non-mutated tumor antigens, which can result in a broader immune response. However, though the immunogenicity of the lysate loaded in the DCs is important [13–15], whole glioma cells are usually killed by freeze-thawing (F/T) [16, 17], which induces an accidental and unregulated form of necrotic cell death of low immunogenicity [18–20]. One way to increase the immunogenicity of the lysate is to kill the glioma cells by a method that induces immunogenic cell death (ICD) [21, 22].

ICD has recently been shown to be a prerequisite for the activation of the patient’s immune system. Thus, induction of ICD provides two benefits, effectively killing cancer cells and activating an immune response specific for the cancer cells. ICD is characterized by the release or surface exposure of damage-associated molecular patterns (DAMPs), which function as adjuvants to activate strong anticancer immunity [23–25]. Lately, photodynamic therapy (PDT) has been added to the list of therapeutic strategies that can induce typical features of ICD [14, 26, 27]. PDT is a two-stage procedure. The cancer cells are first loaded with a specific drug (photosensitizer, PS), which is then activated by light of a specific wavelength corresponding to the absorption spectrum of the photosensitizer. This results in the generation of singlet oxygen (^1^O_2_) and other toxic reactive oxygen species, which are components of ICD-inducing signaling in cancer cells but are not the only components [26, 28, 29]. We recently demonstrated that clinically approved photosensitizers (photosens [PS] and phthalocyanines complexed with aluminum) could be used to efficiently trigger ICD in several cancer cell types, including glioma cells [20]. Nevertheless, though several methods have been developed to induce ICD in glioma, an effective treatment strategy has not been developed yet.

Here, with the aim of increasing the efficacy of glioma therapy, we used several subcutaneous and orthotopic mouse models to investigate the potential of vaccines based on glioma cells undergoing ICD triggered by PS-PDT. RNA-seq analysis showed that glioma cells undergoing ICD after PS-PDT induced a typical Th17 signature in the DC vaccines, which were highly effective in protecting mice against gliomas. Moreover, we show that inhibition of retinoic acid receptor-related orphan receptor-γt (RORγt), a regulator of Th17 responses, significantly decreased the effects of the DC vaccines and shortened mouse survival because it reshaped the tumor microenvironment by depleting IL17 in the tumor. Comparison of the transcriptome program of the DC vaccines loaded with GL261 cells undergoing ICD after PS-PDT with the transcriptome data from The Cancer Genome Atlas (TCGA-LGG) dataset identified a four-gene signature (CFH, GALNT3, SMC4, and VAV3) associated with overall survival of glioma patients. These prognostic four gene signatures for predicting patients’ overall survival were validated on different cohorts of gliomas patients, including the datasets of the Chinese Glioma Genome Atlas (CGGA)-LGG, TCGA-GBM, and CGGA-GBM. Our results demonstrate the novel role of Th17 responses in the protection generated by DC vaccines based on ICD induced by PS-PDT and open promising avenues for the use of the prognostic model to predict the overall survival of glioma patients.

## Results

### Vaccination with glioma GL261 cells undergoing ICD pulsed with PS-PDT is protective in the subcutaneous prophylactic vaccination mouse model

We first tested the ability of dying GL261 glioma cells to activate the adaptive immune system by using the gold-standard prophylactic tumor vaccination model in immunocompetent C57BL/6J mice [22]. We adapted the model and subcutaneously vaccinated mice twice with 5 × 10^5^ glioma cells with a one-week interval and then challenged them with 1 × 10^5^ viable glioma cells (Fig. 1A). Tumor growth and appearance were monitored to estimate the success of priming the adaptive immune system. As a positive control, we included mitoxantrone (MTX), a well-known ICD inducer [19, 30] that reduces the risk of death in patients with recurrent GBM [31, 32]. For the negative control (non-ICD), we injected mice either with PBS or with 5 × 10^5^ F/T (accidentally necrotic) mouse glioma GL261 cells. Incubation of glioma GL261 cells with 1.4 µM of the PS and subsequent irradiation with a light dose of 20 J/cm^2^ induced a mixed type of regulated cell death with both apoptotic and ferroptotic features (Suppl. Fig. 1A, B), confirming our previously published findings [20]. The mice immunized twice with glioma GL261 cells treated with PS-PDT (GL261_PS-PDT) showed signs of robust activation of the adaptive immune system, better survival (Fig. 1B), and protection against tumor growth (Fig. 1C) resembling that in mice vaccinated with glioma GL261 cells treated with MTX (GL261_MTX; positive control). Importantly, mice vaccinated with GL261_PS-PDT developed no measurable tumors and all mice survived, indicating that GL261_PS-PDT is strongly immunogenic. Most of the mice immunized with PBS showed extensive tumor growth at the challenge site (Fig. 1B, C). Notably, the mice vaccinated twice with the same number of F/T GL261 cells developed significantly larger tumors (Fig. 1C). These data indicate that glioma GL261 cells undergoing accidental necrosis after F/T have weak immunogenicity and that even priming and boosting the mice with such cells does not provide effective protection against challenge with viable GL261 cells. These data are in agreement with previously published findings using other types of F/T cancer cells for vaccination and indicate that accidentally necrotic cells are less immunogenic [18–20]. Importantly, tumor growth at the challenge site of the unvaccinated (PBS) mice and those vaccinated with F/T glioma GL261 cells (negative control) were significantly larger than the tumors on the mice vaccinated with GL261_PS-PDT (Fig. 1C). However, when the mice were subcutaneously vaccinated only once with 5 × 10^5^ glioma cells and one week later challenged at another site with 1 × 10^5^ viable GL261 glioma cells (Suppl. Fig. 1C), GL261_PS-PDT provided better protection against challenge with viable glioma GL261 cells than in the PBS group (i.e., better survival) though the difference was not statistically significant (Suppl. Fig. 1D). Interestingly, the tumors growing at the challenge site of the unvaccinated (PBS) mice and those vaccinated with F/T glioma GL261 cells (negative control) were significantly larger than the tumors developing on the mice that were vaccinated with GL261_PS-PDT and those in the positive control MTX group, indicating the induction of an immune response in vivo (Suppl. Fig. 1E). Together, these data demonstrate that primer and booster subcutaneous vaccination of mice with GL261_PS-PDT activated anti-tumor immunity.

**Fig. 1:**
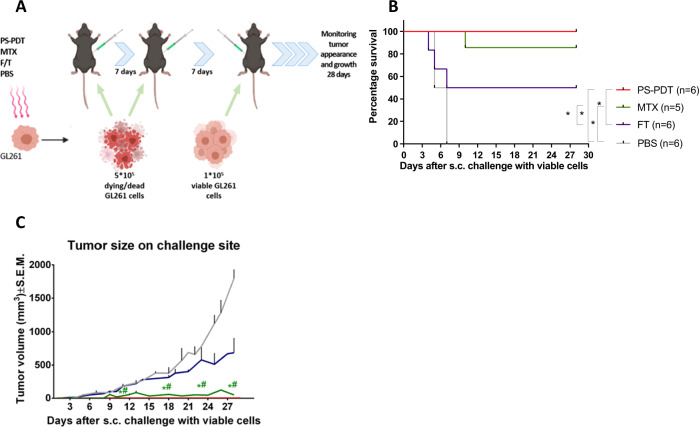
Vaccination with glioma GL261 cells pulsed with PS-PDT in the subcutaneous prophylactic vaccination mouse model. **A** Prophylactic vaccination of mice was performed by injecting them in the left flank on days 0 and 7 with dying/dead GL261 cells treated with three F/T cycles, 2.0 µM MTX, or PS-PDT, or by injecting them with PBS (negative control). Seven days later, the mice were challenged with viable GL261 cells in the right flank. **B** Tumor appearance (% survival) and growth **C** at the challenge site in mice subjected to vaccination and challenge with viable GL261 cells; *n* = 5–6 per group. *Statistically significant difference from the PBS group, (*p* < 0.05); ^#^statistically significant difference from the F/T group, (*p* < 0.05), Wilcoxon test.

### Subcutaneous vaccination with glioma GL261 cells pulsed with PS-PDT protects in the orthotopic glioma mouse model

We examined whether GL261 glioma cells treated with PS-PDT can induce anti-glioma protective immunity in a prophylactic setup in the orthotopic glioma mouse model. Such models are widely used to test different novel experimental treatment strategies and to characterize the immunogenicity of dying glioma cells [14, 27, 33]. Immunocompetent, syngeneic C57BL/6 mice were first subcutaneously vaccinated twice with 5 × 10^5^ glioma cells treated with PS-PDT or MTX, or with GL261 cells subjected to F/T (Fig. 2A). Eight days later, the mice were intracranially (intraventricularly) challenged with 2 × 10^4^ viable glioma GL261 cells and monitored for symptoms of neurological deficit [14, 27, 33] and for survival. Remarkably, the mice immunized twice with GL261_PS-PDT showed signs of activation of anti-tumor immunity and exhibited better survival and protection against intracranial challenge with viable glioma GL261 cells in comparison to mice injected with PBS (Fig. 2B). In the same model, vaccination with GL261_F/T or GL261_MTX also provided considerable protection against challenge with viable GL261 cells, but the results were not significantly different from GL261_PS-PDT vaccination (Fig. 2B). Similarly, analysis of the glioma-induced neurological deficit grades revealed a considerable delay in the onset of clinically relevant symptoms in the mice vaccinated with GL261_PS-PDT as compared to the PBS group (Fig. 2C, D). Of note, a single vaccination with GL261 cells pulsed with GL261_PS-PDT was not protective against intracranial challenge with viable glioma GL261 cells (Suppl. Fig. 2A, B). These data indicate that induction of ICD in glioma GL261 cells by PS-PDT followed by their subcutaneous injection twice induces anti-tumor immunity in the orthotopic glioma mouse model and protects against intra-cranial challenge with viable GL261 cells.

**Fig. 2:**
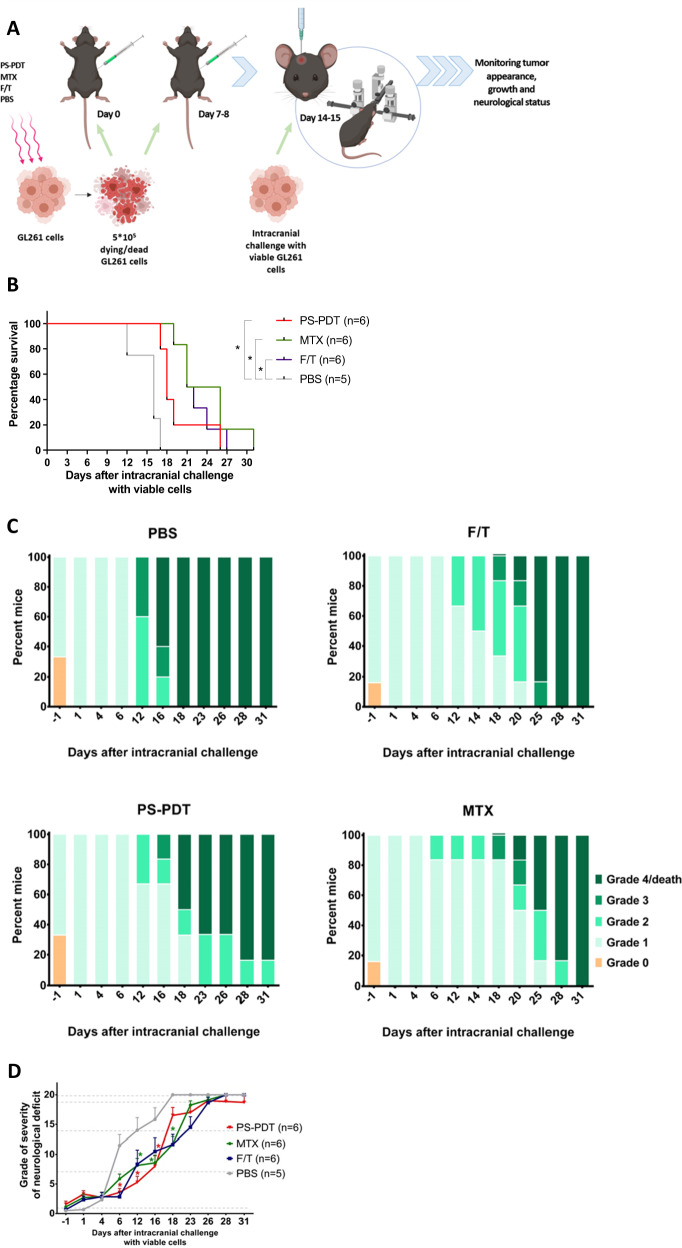
Subcutaneous vaccination with glioma GL261 cells pulsed with PS-PDT protects in the orthotopic high-grade glioma (HGG) mouse model. **A** Experimental setup for the prophylactic vaccination of mice injected with GL261 cells treated with three F/T cycles or 2.0 µM MTX, or loaded with 1.4 µM photosens and exposed to PDT (PS-PDT), or injected with PBS. The mice were vaccinated on days 0 and 7 and challenged by intracranial stereotactic injection of viable GL261 cells on day 14. **B** Survival of mice vaccinated and challenged with GL261 cells as described in (**A**). *p < 0.01, Mantel-Cox logarithmic test. **C**, **D** The percentages of mice showing neurological alterations is shown (grade 0, grade 1, grade 2, grade 3, grade 4). The neurological status of the mice was assessed every 2–4 days for up to day 31 after intracranial tumor inoculation. *N* = 5–6 per group. *p < 0.05, a statistically significant difference from the PBS group; Wilcoxon test.

### ICD-based DC vaccines induce significant protective immunity against glioma

We evaluated the immunogenic potential of GL261_PS-PDT and its ability to trigger anti-glioma protective immunity and examined whether this DC immunotherapy could protect mice against intracranial primary tumor challenge with viable GL261 cells. Indeed, GL261_PS-PDT was efficiently phagocytosed by murine DCs in a ratio-dependent manner (Suppl. Fig. 2C). The rates of engulfment of GL261 glioma cells treated with PS-PDT and those treated with MTX were similar (Suppl. Fig. 2C). These data confirm our previously published findings [20]. Next, immunocompetent syngeneic C57BL/6 mice were vaccinated twice intraperitoneally with DCs loaded ex vivo with GL261_PS-PDT (DC-GL261_PS-PDT) (Fig. 3A). As a positive control, we vaccinated mice with DCs loaded ex vivo with MTX-treated glioma GL261 cells, and for the negative control, we used PBS or DCs loaded ex vivo with F/T glioma GL261 cells. Thereafter, all the mice were intracranially (intraventricularly) inoculated with 2 × 10^4^ live GL261 glioma cells and then monitored the development of symptoms of neurological deficit and survival. Interestingly, the mice vaccinated with DC-GL261_PS-PDT before tumor challenge demonstrated a significant increase in median survival compared to mice injected with PBS (24 days *versus* 18 days, *p* < 0.03) or with DCs loaded with F/T GL261 (24 days *versus* 18 days, *p* < 0.02) (Fig. 3B). Mice vaccinated with DC-GL261_PS-PDT and orthotopically challenged with live GL261 cells showed significantly lower tumor mass than control mice (Fig. 3C). Consistent with overall survival, monitoring of the glioma-induced neurological deficit grades (Fig. 3D, E) revealed not only diminished severity of clinical manifestation but also later onset of symptoms in mice vaccinated with DC-GL261_PS-PDT (18 days versus 8 days). Remarkably, we also observed earlier onset of symptoms in mice vaccinated with DC vaccines loaded with F/T glioma GL261 cells compared to mice vaccinated with DC-GL261_PS-PDT (11 days versus 18 days). All these data indicate that the DC-GL261_PS-PDT vaccine induces anti-tumor immunity in the orthotopic glioma mouse model and protects mice against intra-cranial challenge with viable GL261 cells.

**Fig. 3:**
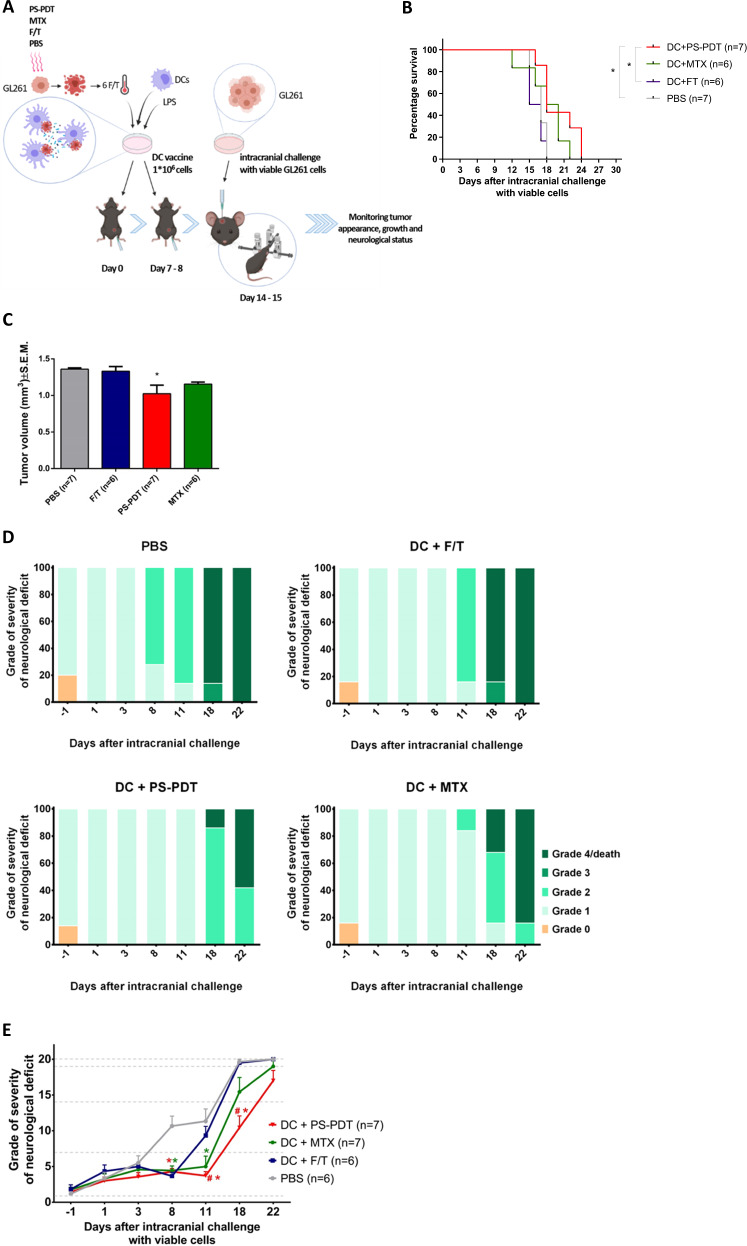
ICD-based DC vaccines provide significant protective immunity against glioma. **A** Experimental setup for the prophylactic vaccination of mice with DC-based vaccines loaded with GL261 cells treated with PS-PDT (PS at a dose of 1.4 µM). As controls, we used DC-based vaccines loaded with GL261 cells subjected to F/T cycles or treated with 2.0 µM MTX or mire were injected with PBS. The mice were injected on days 0 and 7, and seven days after the last vaccination they were intracranially injected with viable GL261 cells using stereotactic coordinates. **B** The curve represents the survival of mice in the four treatment groups of 6–7 mice per group for up to 24 days. Statistical significance was determined by the Mantel-Cox logarithmic test, *p < 0.01. **C** Diffusion-weighted tomography images for determining tumor volume (*n* = 6–7 per group). Statistical significance was determined by unpaired Mann–Whitney *U* test, *p < 0.05. **D**, **E** Temporal progression of neurological deficits in mice treated as described in (**A**). The neurological status of the mice for up to day 22 after intracranial tumor inoculation. The percentage of mice after intracranial tumor inoculation in the DC + PS-PDT or DC + MTX group showed a significant difference in the degree of neurological alterations (grades 0–4); *n* = 6–7 per group; *p < 0.01, a statistically significant difference from the PBS group; ^#^statistically significant difference from the F/T group; Wilcoxon test.

Although prophylactic vaccination is valuable for the analysis of molecular mechanisms, it does not reflect the actual clinical situation when patients are therapeutically vaccinated. Therefore, we tested the effectiveness of DC-GL261_PS-PDT vaccines in the therapeutic orthotopic mouse model (Suppl. Fig. 3A). We found that four consecutive DC-GL261_PS-PDT or DC-GL261_MTX vaccine injections significantly increased the median survival of glioma-inoculated mice by about 38% (37 days versus 51 days, p < 0.02) and also resulted in about 66% more long-term cured survivors compared to mice injected with PBS (Suppl. Fig. 3B). This finding was confirmed by analysis of neurological scores, ex vivo MRI and histological analysis (Suppl. Fig. 3C–F). To further examine the adaptive immune response induced in the therapeutic setting by DC-GL261_PS-PDT vaccines, we performed immune cell phenotyping of the isolated draining lymph nodes of vaccinated mice. Interestingly, we found that the draining lymph nodes of mice therapeutically vaccinated with DC-GL261_PS-PDT contained a significantly increased number of CD8^+^T cells compared to the control while the number of DCs and macrophages remain unchanged (Suppl. Fig. 3G).

### Glioma cells undergoing immunogenic cell death after PS-PDT induce a Th17 signature in DCs

To identify the pathways induced in DC vaccines after in vitro coculture with dying GL261_PS-PDT or GL261_MTX (positive control), we sequenced the RNA of bone-marrow-derived DCs. 

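The RNA-seq data comprised 12 samples in 3 groups of 4: DCs cultured alone (control DCs), DCs cocultured for 6 h with dying GL261_PS-PDT cells (the PS-PDT group) and DCs cocultured for 6 h with dying GL261_MTX cells (the MTX group), at 5 GL261 cells per DC. GL261 is a mouse glioma cell line. Photosens (PS) is a phthalocyanine photosensitizer, used at 1.4 µM with light at 20 J/cm2, and mitoxantrone (MTX) is a DNA intercalator that inhibits topoisomerase, used at 2.0 µM for 24 h. The paper's methods give DCs from 4 C57BL/6J mice for each group and mention additional technical replicates of the cocultures, and how those were combined is not stated. After coculture, dead cells were removed and CD11c+ cells were bound to magnetic beads. Libraries were made from polyadenylated RNA with a strand-specific kit and sequenced as read pairs on one lane. The authors aligned the reads to the mouse genome GRCm39 with BWA-MEM, which does not model splicing, counted them with FeatureCounts and deposited whole-number counts for 40834 gene symbols without normalization. Total counts ranged from 47896837 to 56061287 in control DCs (median 52791122), from 50910343 to 72128430 in the PS-PDT group (median 57074670) and from 40460497 to 61662752 in the MTX group (median 47909561). At the shallowest of these depths a count of 0 allows up to 3 counts, or 0.0741 CPM, which covers counting error only. Every pair of samples within a group differed by more than the sampling noise (chi-square per degree of freedom from 17.6 to 192), so none was a repeated count of the same library. Technical replicates from the same mouse would exceed this noise too. That each sample is an independent replicate was therefore assumed and not tested.
The counts were tested here with edgeR's quasi-likelihood test after TMM normalization, with all 12 samples in one model and Benjamini-Hochberg adjustment over the 19840 genes with at least 10 counts in at least 4 samples. A gene was called differentially expressed by the thresholds of the paper's methods: an adjusted p-value under 0.05, a fold change of at least 2 and a mean normalized count over 100. TMM factors lay between 0.84 and 0.891 in control DCs, between 0.87 and 1.03 in the PS-PDT group and between 1.08 and 1.26 in the MTX group, so the choice of scaling moved the fold changes. A list of 35 genes typical of glioma and mesenchymal cells (glioma-associated genes), among them Sparc, Nes and Sox2, took 1748.5 ± 489 CPM in control DCs (SD, n = 4), 3627 ± 748 in the PS-PDT group and 5163 ± 358 in the MTX group. Of the share in control DCs 80.4% came from 1 gene, Thbs1, which these DCs express and whose mean was not higher in the cocultures. The other 34 genes took 343 ± 44.8, 2381 ± 974 and 4194 ± 889 CPM. Over the same groups, 20 genes abundant in DCs, such as Itgax, Flt3 and Cd74, took 37410.5 ± 3780.4, 25686 ± 5647 and 12878 ± 1802 CPM. In PS-PDT replicate 3 the glioma-associated genes had the lowest share of its group (2546 CPM) and the DC genes the highest (33731 CPM).

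**Figure D1:**
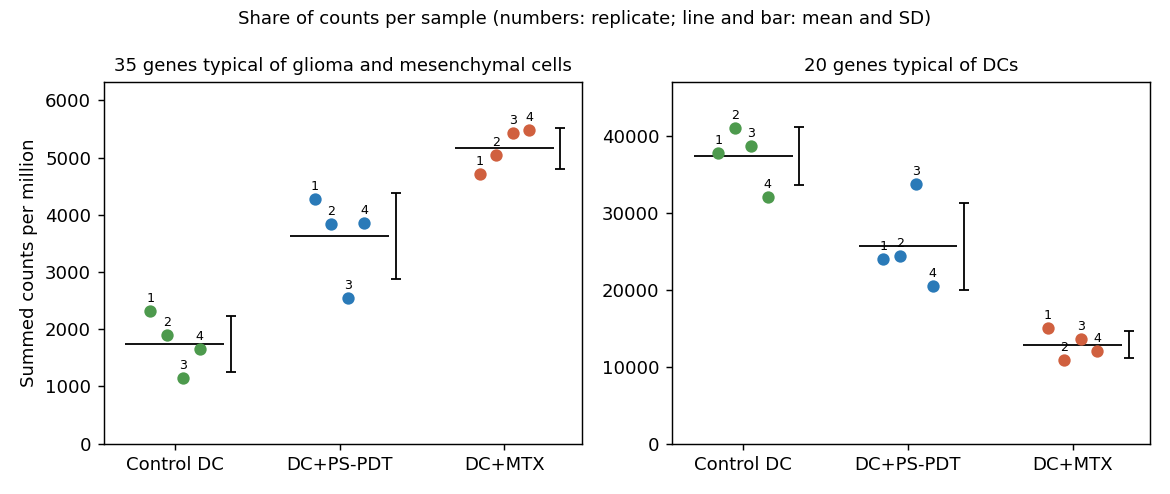
Summed CPM (y-axis) taken by 35 genes typical of glioma and mesenchymal cells (left) and 20 genes typical of DCs (right) in each of the 12 samples (numbers, the replicate), by group (x-axis), with the mean and SD of 4 samples as a line and bar. The glioma-associated genes lay between 1141 and 2311 CPM in control DCs, most of it from Thbs1, and between 4711 and 5477 in the MTX group.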

Before sequencing, we performed a two-step enrichment for DCs (Fig. 4A). Flow cytometry showed that this resulted in the enrichment of DCs from 11.3% to 85.3% of CD11c^+^ cells.

**Fig. 4:**
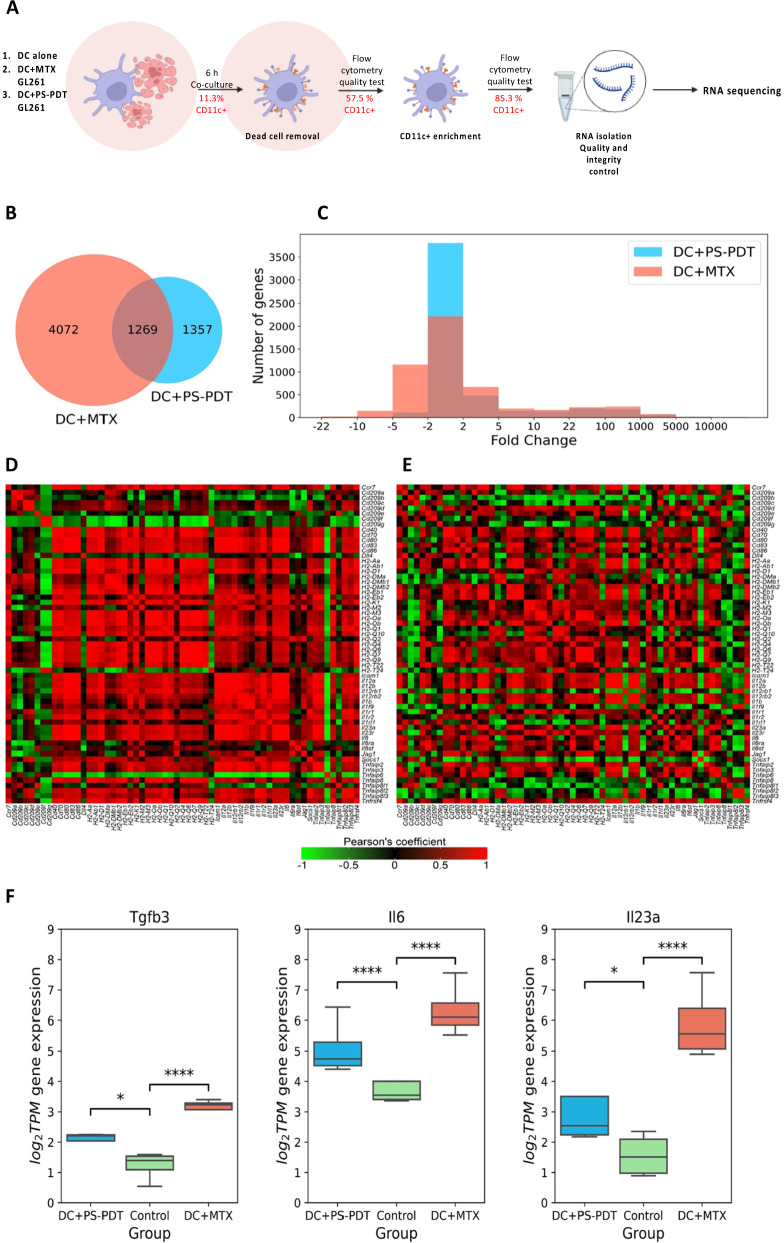
RNA sequencing expression analysis of bone marrow-derived dendritic cells (DCs) co-cultured with dying/dead GL261 cells. **A** DCs were co-cultured with GL261 cells treated with 2.0 µM MTX, or loaded with 1.4 µM photosens and exposed to PDT (PS-PDT) for 6 h. The DCs were depleted of dead cells and CD11-positive cells were purified as described in Materials and Methods and in Efimova et al. [84]. The total RNA extracted from the purified DCs was subjected to RNA-seq analysis. **B** Venn diagram showing the total number of genes that were differentially expressed more than twofold (|Fold Change| ≥ 2; adjusted *p*-value < 0.05, base Mean > 100) in the PS-PDT and MTX groups compared to controls. **C** Histograms with fold change in expression level of differentially expressed genes (adjusted *p*-value < 0.05, base Mean > 100) between the experimental groups (PS-PDT, MTX) and control. **D**, **E** Gene-gene correlation matrices. Pearson-correlation matrix of 61 marker genes of DC maturation in samples under the action of PS-PDT (**D**) and samples under the action of MTX (**E**). Each colored square within the figure illustrates the correlation between two genes. Red indicates a very strong positive correlation, black no correlation, and green a very strong negative correlation. **F** Box plots showing the expression of DC genes the products of which activate a Th17 response. The Tgfb3, Il6, and Il23a genes were strongly expressed in the PS-PDT and MTX groups compared with the control group. The *x*-axis of the plot represents different groups: PS-PDT, MTX, and control. The *y*-axis shows the expression data after log_2_(TPM + 1) transformation. Statistical significance analysis was performed using the Wald test from DESeq2. Adjusted *p*-value using Benjamini–Hochberg mode < 0.05 was considered statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. TPM transcripts per million.

RNA sequencing of the DCs after 6 h of co-culture with glioma GL261 cells treated with either PS-PDT or MTX indicated distinct transcriptional changes (Fig. 4B, C). 

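In a principal component analysis of the 12 samples, the first component held 83.7% of the variance and the second 8.91%. Control DCs lay between -161 and -155 on the first component and the MTX samples between 96.7 and 128. Of the PS-PDT samples, 3 lay between 50.9 and 59.2, and replicate 3 lay at -4.51, nearer to control DCs than the others of its group. Tested directly against the PS-PDT group, the MTX group had 2147 differentially expressed genes, 1043 higher and 1104 lower. The scaling moved this comparison most. With effective library sizes set by the 20 DC genes, an alternative chosen after seeing the data that raises all genes by its construction, 9029 genes were called and 99.2% of them were higher in the MTX group. With library size alone in place of TMM, 2202 genes were called, of which 73.4% were higher against 48.6% with TMM, and with TMM factors from genes with at least 100 counts in control DCs the share was 69%.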

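Against control DCs, 1893 genes were called in the PS-PDT group, 1766 of them higher and 127 lower. In 1609 of the higher genes and 102 of the lower genes the 4 PS-PDT samples did not overlap with the 4 control samples, together 90.4% of the calls, a share that the thresholds of a call make high. The largest fitted log2 fold changes among these belonged to genes with 0 counts in every control sample, for which only lower bounds of the fold are given, and these bounds do not place them above genes with counts in control DCs, such as Cspg4 (log2 fold change 10.825) and Sparc (10.09). Scara5 (chromosome 14, 65903844 to 66002275, GRCm39) had 1209.7 ± 537 normalized counts (SD, n = 4) and was at least 324-fold higher, and Ntm (chromosome 9, 28906045 to 29874437) had 985 ± 614 and was at least 264-fold higher. Rhox5, Efs and Slc35f1 were at least 231-, 221- and 219-fold higher. Each of these 5 genes was lowest in PS-PDT replicate 3, the sample with the lowest share of glioma-associated genes. The largest falls were smaller. Adgre4 (chromosome 17, 56056984 to 56175274) changed from 880.4 ± 505 to 168 ± 134 normalized counts, a log2 fold change of -2.40 (standard error 0.59, adjusted p = 0.00811 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hic1 (chromosome 11, 75052204 to 75060345) had a log2 fold change of -2.40 (standard error 0.32, adjusted p = 7.22e-05 from the same test). The log2 fold changes of Slc9a9, Cd209a and Cxcr2 were -1.95, -1.74 and -1.67. The count rose to 3680 when the samples were scaled to the 20 DC genes and to 3756 without the minimum on the mean normalized count. It fell to 1479 with DESeq2 on the 8 samples compared, to 1458 with the mean normalized count taken over these 8 samples, to 1362 in a test against a fold change of 2 (glmTreat) and to 1134 with a filter of 10 counts in every sample. With PS-PDT replicate 3 left out, 2179 genes were called. The number of lower genes varied more: it was 269 without PS-PDT replicate 3, 203 without control replicate 3, 65 without PS-PDT replicate 4, 60 with library size alone, 8 on the scale of the 20 DC genes and 4 in the glmTreat test.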

By comparing the cell sequencing results of GL261_PS-PDT with those of control DCs, we identified 1357 differentially expressed genes (1242 up and 115 down) (Fig. 4B, C). Pathway enrichment analysis revealed that GL261_PS-PDT cells altered their gene expression programs linked to cellular processes, biological regulation, metabolic processes, response to stimuli, signaling, developmental processes, multicellular organismal processes, and immune system processes (Suppl. Fig. 4A). Our positive control group, DCs cocultured with glioma GL261 cells treated with MTX, a well-known ICD inducer [19, 30], had 4072 differentially expressed genes compared with control DCs (2354 up and 1718 down, Fig. 4B, C). 

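Against control DCs, the MTX group had 4564 called genes, 2448 higher and 2116 lower, and in 96.8% of them the 4 MTX samples did not overlap with the controls. The split by direction followed the scaling: 53.6% of the calls were higher with TMM, 77% of 4580 with library size alone, 70.7% of 4402 with TMM factors from genes with at least 100 counts in control DCs, and 99.5% of 11641 with the 20 DC genes as the scale. The largest fitted log2 fold changes without overlap were again of genes with 0 counts in control DCs, given as lower bounds that do not place them above genes with counts there, such as Sparc (log2 fold change 11.285). Pramel40 (chromosome 5, 94460534 to 94465114) had 2060.1 ± 966 normalized counts in the MTX group (SD, n = 4) and was at least 551-fold higher. LOC545763, Gm6348 (a transcribed pseudogene), LOC620639 and Pramel31 were at least 547.5-, 509-, 480.1- and 425-fold higher. Members of a multigene family share near-identical sequence, so the authors' counting could have split their reads and the values of single members are uncertain. The largest falls were of Cd209a, Adra2a, Syt9, Shcbp1 and Cbfa2t3. Adra2a (chromosome 19, 54032582 to 54037413) went from 4366 ± 263 to 208 ± 22.5 normalized counts, a log2 fold change of -4.39 (standard error 0.165, adjusted p = 1.04e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd209a had a log2 fold change of -4.455 (standard error 0.51, adjusted p = 6.39e-06 from the same test), and those of Syt9, Shcbp1 and Cbfa2t3 were -4.125, -4.09 and -4.05.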

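Of the genes called in either coculture, 1813 were called in both, 1709 higher in both, 103 lower in both and 1 in opposite directions. That 1 gene, named here after its values were seen, was Gbp2b, with a log2 fold change of -1.08 in the PS-PDT group (standard error 0.23, adjusted p = 0.00334) and 1.31 in the MTX group (standard error 0.23, adjusted p = 0.000203, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number of genes called in opposite directions was 0 with library size alone, with TMM factors from genes with at least 100 counts in control DCs, without PS-PDT replicate 4 and in a test against a fold change of 2 (glmTreat). It was 2 on the scale of the 20 DC genes and 6 without the minimum on the mean normalized count. The number lower in both was 224 without PS-PDT replicate 3, 55 without PS-PDT replicate 4, 37 with library size alone, 1 on the scale of the 20 DC genes and 3 in the glmTreat test. The mean normalized count was taken over all 12 samples, so counts in one coculture could let a gene pass in the other. Taken over the 8 samples compared, it left 1358 genes called in both cocultures, 1253 of them higher in both. Both comparisons use the same 4 control samples and so share their chance values. In 20 simulated data sets in which neither coculture differed from those controls, 0 genes were called in both, and a median of 164 genes had an unadjusted p under 0.05 in both, against 5255 in the data. Across 13131 genes, which are not independent replicates, the log2 fold changes of the cocultures had a Pearson correlation of 0.929, against 0.472 to 0.527 across 11775 to 11823 genes in the simulated sets. The fold changes had the same sign in 84.4% of genes, against a simulated median of 66.6%.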

We also identified 1269 genes common between the PS-PDT and MTX groups (among them 1181 simultaneously up, 87 simultaneously down and 1 gene with changes in opposite directions). In addition, we analyzed markers of DC maturation, including exogenous signals (cytokines, chemokines) and ligands on the surface of DCs, and found that 61 genes were responsible for the expression of these molecules (Fig. 4D, E). 

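Of the 61 DC maturation genes, 57 had enough counts to be tested. Of these, 3 were called against control DCs in the PS-PDT group, Tnfaip6 higher and Cd209a and Cd209c lower. The MTX group had 35 calls, 5 higher and 30 lower, and tested directly between the cocultures 27 were called, 3 higher and 24 lower in the MTX group. By adjusted p-value alone, 15, 48 and 35 of the 57 genes passed in these comparisons, and the same numbers passed when adjusted over the list alone. Scaled to the 20 DC genes, 3 of which are on this list, all genes rise by construction and directions turned: 7 genes were higher and 0 lower in the PS-PDT group, and 24 were higher and 4 lower in the MTX group. Without PS-PDT replicate 3, 10 genes were called in the PS-PDT group, and without control replicate 3, 6 were.
Tnfaip6 (chromosome 2, 51927998 to 51946698) had 5.0 ± 4.7 normalized counts in control DCs, 210.2 ± 87.8 in the PS-PDT group and 695 ± 233 in the MTX group (SD, n = 4 each). Its log2 fold change was 5.36 in the PS-PDT group (standard error 0.61, adjusted p = 1.99e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the MTX group was higher than the PS-PDT group by 1.72 (standard error 0.45, adjusted p = 0.00664 from the same test). Cd209c changed by -1.47 in the PS-PDT group (standard error 0.30, adjusted p = 0.00221 from the same test), and reads of Cd209c and Cd209a are uncertain where these paralogs share sequence. Ccr7 (chromosome 11, 99035022 to 99045911) had 53675.5 ± 29613 normalized counts in control DCs, 47512.5 ± 19828 in the PS-PDT group and 3810.3 ± 1217.5 in the MTX group. Its log2 fold change was -0.18 in the PS-PDT group (adjusted p = 0.743), within the spread between replicates, and -3.64 between the MTX and PS-PDT groups (standard error 0.40, adjusted p = 2.83e-05, both from the same test). Cd83 behaved alike, with a log2 fold change of -3.23 between the cocultures (standard error 0.43, adjusted p = 9.52e-05 from the same test). H2-T24 was higher in the MTX group than in the PS-PDT group by 1.92 on the log2 scale (standard error 0.26, adjusted p = 0.000109 from the same test), and H2-T22 by 1.04. These class I genes have close relatives, so their reads are uncertain too. Correlations between genes were not computed here, because 4 samples in a group are too few.

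**Figure D2:**
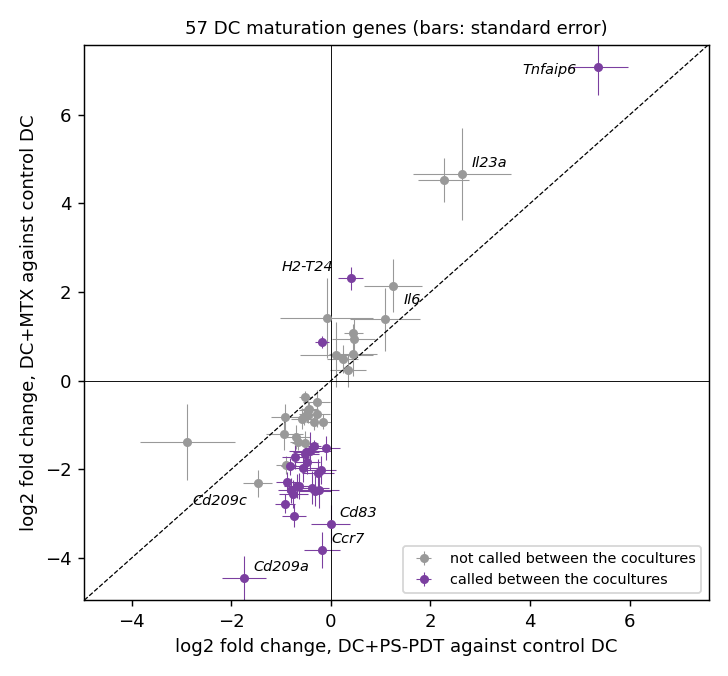
Log2 fold change against control DCs of 57 DC maturation genes, in the PS-PDT group (x-axis) and the MTX group (y-axis), with TMM scaling and bars for the standard error. The 27 genes called between the cocultures are purple, most lie below the dashed line of equal change, but on the scale of the 20 DC genes 22 genes were called higher in the MTX group than in the PS-PDT group and 3 lower.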

Pearson correlation matrices showed that though both PS-PDT and MTX triggered ICD, they induced quite different expression profiles of the selected genes (Fig. 4D, E).

Next, to identify the immunogenic signature triggered in DCs by dying GL261_PS-PDT cells, we analyzed the marker genes responsible for T cell differentiation (Th1, CTL, Th17, and Treg). We checked whether these marker genes are among the differentially expressed genes. Remarkably, we found that DCs cocultured with GL261_PS-PDT cells showed high expression levels of genes that activate Th17 cells (Fig. 4F). The Tgfb3, Il6, and Il23a genes were strongly expressed in DCs cocultured with dying glioma cells pulsed with PS-PDT or with MTX (positive control) compared with the control group. 

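Tgfb3 (chromosome 12, 86102756 to 86126301, GRCm39, minus strand), Il6 (chromosome 5, 30218112 to 30224979) and Il23a (chromosome 10, 128132008 to 128134621) are protein-coding genes listed by symbol in the deposited counts. Exons of Tgfb3 overlap genes on the opposite strand, among them Ttll5, and whether the counting used strand is not stated, so its counts are uncertain to that extent. Tgfb3 had 178 ± 86.9 normalized counts in control DCs, 343 ± 60.0 in the PS-PDT group and 716 ± 134 in the MTX group (SD, n = 4 each). Il6 had 576 ± 362, 1364 ± 1236.5 and 2539 ± 1674, and Il23a had 24.3 ± 17.3, 153 ± 227 and 611 ± 557. In TPM computed here from the counts and exon lengths, the mean of log2(TPM + 1) of Tgfb3 was 1.65 ± 0.59 in control DCs, 2.64 ± 0.34 in the PS-PDT group and 3.85 ± 0.37 in the MTX group. That of Il6 was 3.95 ± 0.76, 5.18 ± 0.93 and 6.52 ± 0.88, and that of Il23a 0.75 ± 0.43, 1.97 ± 1.38 and 4.44 ± 1.18.
All 3 genes were called in the MTX group. The log2 fold changes against control DCs were 2.01 for Tgfb3 (standard error 0.36, adjusted p = 0.000225), 2.14 for Il6 (standard error 0.59, adjusted p = 0.00558) and 4.66 for Il23a (standard error 1.04, adjusted p = 0.00128, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every MTX sample was above every control sample for each gene (two-sided exact permutation test, p = 0.0286, the smallest that 4 samples against 4 allow, and 0.0654 after adjustment over 16 tests). In the PS-PDT group the means were higher but no gene passed the adjusted p-value of 0.05 with the group as the only factor. The log2 fold changes were 0.95 for Tgfb3 (standard error 0.35, adjusted p = 0.0547), 1.24 for Il6 (standard error 0.58, adjusted p = 0.122) and 2.64 for Il23a (standard error 0.98, adjusted p = 0.0582, all from the same test). Of the 4 PS-PDT samples, 3 lay above every control for Tgfb3, 1 for Il6 and 2 for Il23a, with p = 0.0571, 0.1429 and 0.1143 in the same exact permutation test and 0.0831, 0.1429 and 0.1306 after adjustment over the 16 tests. Adjusted over the list alone, 2 of the 3 genes passed in the PS-PDT group, but the study chose this list on these samples, so that is not independent evidence.
Several of these values depended on replicate 3. In the PS-PDT group it had 3213 normalized counts of Il6 and 492 of Il23a, where the other PS-PDT samples had 655 to 877 and 32.5 to 51.6, and 253.4 of Tgfb3, where the others had 368 to 378. Without it the log2 fold change was 0.70 for Il23a (adjusted p = 0.448), 0.38 for Il6 (adjusted p = 0.54) and 1.07 for Tgfb3 (adjusted p = 0.0315, all from the same test). Il6 was also highest in replicate 3 of control DCs (1117.4 normalized counts against 364 to 438), and without that control sample its log2 fold change was 1.78 (adjusted p = 0.0426 from the same test). Leaving out either one of these samples thus moved Il6 in opposite directions. With the replicate number in the model, Il6 passed an adjusted p-value of 0.05 in the PS-PDT group. Its normalized counts there were 877.3, 709.7, 3213.2 and 655.4, each above the control of the same number (383.7, 364.3, 1117.4 and 438.0). The paper does not state whether samples of one number share a mouse or a day, so which model holds for Il6 stays open. Scaling to the 20 DC genes moved the 3 genes most among the scalings, to 1.67 for Tgfb3 (adjusted p = 0.00473), 1.67 for Il6 (adjusted p = 0.0116) and 2.93 for Il23a (adjusted p = 0.00849, all from the same test), where the adjusted p ranged over the alternatives that keep the group as the only factor from 0.00473 to 0.116, from 0.0116 to 0.54 and from 0.00849 to 0.448. Between the cocultures, Tgfb3 was higher in the MTX group by 1.06 (standard error 0.34, adjusted p = 0.0218), and Il6 (0.90, adjusted p = 0.21) and Il23a (2.02, adjusted p = 0.077, all from the same test) did not differ beyond the spread between replicates.

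**Figure D3:**
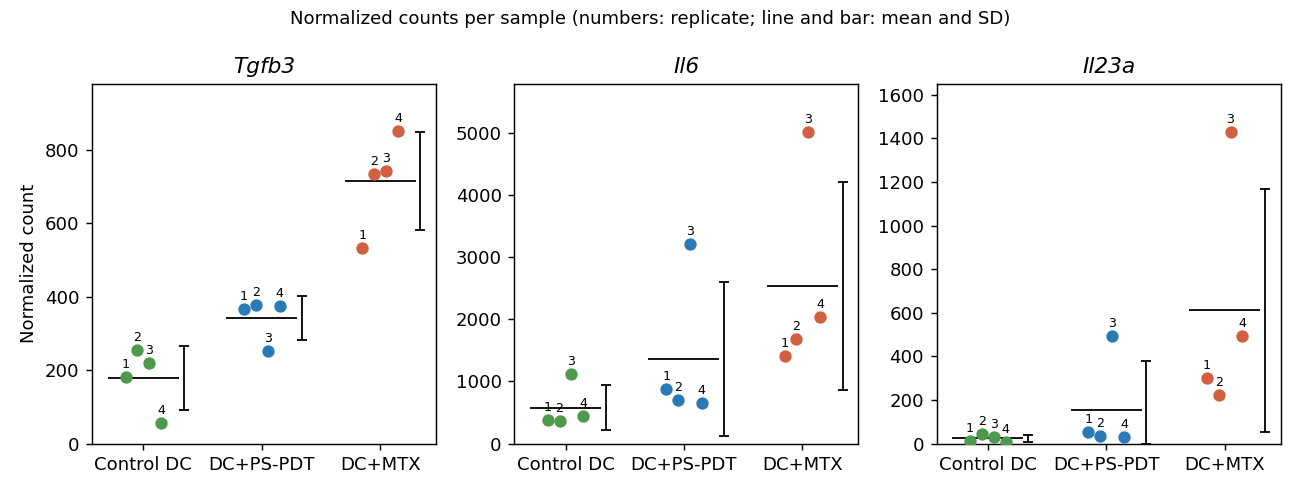
Normalized counts (y-axis) of Tgfb3, Il6 and Il23a in control DCs, the PS-PDT group and the MTX group (x-axis), with each sample shown by its replicate number and the mean and SD of 4 samples as a line and bar. The SD of Il23a in the PS-PDT group exceeds its mean, so that bar is drawn from 0.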

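The paper's text does not name the marker genes of Th1, CTL and Treg cells, so lists were drawn up here of DC signals for each cell type and of genes the T cells themselves express. Of 10 Th1 signals tested, Cxcl10 (chromosome 5, 92494497 to 92496748) was called higher in the PS-PDT group (log2 fold change 1.94, standard error 0.30, adjusted p = 0.000246 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in the MTX group (6.49, standard error 0.36, adjusted p = 5.61e-08 from the same test). Its normalized counts were 326 ± 128 in control DCs, 1248 ± 66.5 in the PS-PDT group and 29327 ± 11046 in the MTX group (SD, n = 4 each). Cxcl10 is also one of 18 interferon-stimulated genes examined, of which 13 were called higher in the PS-PDT group and 17 in the MTX group. Of 8 CTL signals, 0 were called in the PS-PDT group, where 1 had an unadjusted p under 0.05, Tnfsf9 with a log2 fold change of 0.68 (adjusted p = 0.006 from the same test). Cd80 and Cd86 were lower by TMM in the MTX group (-1.51 and -2.02), but on the scale of the 20 DC genes, which raises all genes, 6 CTL signals were higher and 0 lower. Of 9 Treg signals, Itgb8 (chromosome 12, 119121748 to 119202584) was higher in the PS-PDT group (1.20, standard error 0.33, adjusted p = 0.0155) and in the MTX group (2.54, standard error 0.34, adjusted p = 2.55e-05, both from the same test). Another 6 Treg signals (Tgfb1, Cd274, Pdcd1lg2, Aldh1a2, Ccl22 and Ccl17) were lower in the MTX group by TMM, and 0 were lower on the scale of the 20 DC genes. Adjusted over the list alone, 2 Th1, 1 CTL and 1 Treg signals passed in the PS-PDT group and 7, 3 and 8 in the MTX group, as they did over all genes tested.
Of the genes that the T cells express, 3 for Th1, 2 for CTL and 5 for Treg had enough counts to be tested. None were called in the PS-PDT group (0), and 0, 0 and 2 had an unadjusted p under 0.05. Stat4 and Il12rb2 (Th1) and Il2ra and Tnfrsf18 (Treg) were lower by TMM in the MTX group, while on the scale of the 20 DC genes 2 Treg genes were higher. No CTL gene was called there (0 of 2, although both had an unadjusted p under 0.05).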

At the same time, the marker genes of Th1, CTL, and Treg cells were not differentially expressed. These data suggest that the immunogenicity of the ICD-based DC vaccine is associated with a Th17 signature in DCs.

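Of 9 DC signals for Th17 differentiation listed here, which include Tgfb3, Il6 and Il23a, 8 were tested. The PS-PDT group had 1 call, Tgfb2 (chromosome 1, 186354985 to 186438294), with 93.2 ± 52.6 normalized counts in control DCs and 289.3 ± 80.2 in the PS-PDT group (SD, n = 4). Its log2 fold change was 1.64 (standard error 0.355, adjusted p = 0.00358 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of the 8 had an unadjusted p under 0.05. PS-PDT replicate 3, with the lowest share of glioma-associated genes, had 175.3 normalized counts of Tgfb2, against 295.2 to 357.5 in the others. The highest control had 164.4. Whether DCs or carried-over GL261 RNA raised Tgfb2 was not separated. In the MTX group 5 were called, Tgfb2, Tgfb3, Il6 and Il23a higher and Tgfb1 lower (-1.17, standard error 0.26, adjusted p = 0.00115 from the same test), where library size alone or scaling to the 20 DC genes left 0 lower. Adjusted over the list alone, 1 passed in the PS-PDT group and 5 in the MTX group. Il1a, Il1b and Il12b did not differ from control DCs beyond the spread between replicates in either coculture. From the expression of Tgfb3, Il6 and Il23a in both cocultures, and from Th1, CTL and Treg markers not being differentially expressed, the paper proposes that a Th17 signature in DCs goes with the immunogenicity of the vaccine.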

### Blocking RORγt reduced the protection by DC vaccines loaded with DC-GL261_PS-PDT cells in the orthotopic glioma mouse model

Next, we used the orthotopic murine model to validate the role of Th17 cells in the anti-glioma protective immunity induced by the DC-GL261_PS-PDT vaccine. To that end, we blocked RORγt, a transcription factor regulating the expression of the pro-inflammatory cytokine IL-17 in human Th17 cells [34, 35]. We used a potent RORγt inhibitor (GSK805) that can penetrate into the central nervous system [36, 37]. GSK805 was intraperitoneally injected 12, 24, 48, and 72 h after intraperitoneal injection of the DC-GL261_PS-PDT vaccine (Fig. 5A). In mice vaccinated with the DC-GL261_PS-PDT vaccine, treatment with 10 mg/kg of the RORγt inhibitor (GSK805) significantly decreased median survival (Fig. 5B). In parallel with this decrease in overall survival, GSK805 also resulted in more noticeable clinical manifestations and earlier onset of symptoms (Fig. 5C, D). To support these data, we non-invasively monitored the mice by using MRI imaging (Fig. 5E, F). The group of mice treated with the RORγt inhibitor showed disguised glioma formation that altered ventricular morphology, deformed the cerebral cortex, and deepened the tumor lesion towards the optic nerve, resulting in exophthalmos. On the other hand, almost none of the mice vaccinated with the DC-GL261_PS-PDT vaccine showed noticeable glioma masses at the site of inoculation and all of them retained better brain morphology. Further, we observed by immunohistochemistry infiltration of IL-17^+^ cells in the brain after vaccination with the DC-GL261_PS-PDT vaccine (Fig. 5G). Moreover, the depletion of IL-17^+^ cells in the brains of mice treated with DC-GL261_PS-PDT and GSK805 was confirmed by immunohistochemistry (Fig. 5G). These data demonstrate that pharmacological inhibition of RORγt significantly reduces the immunogenic potential of the DC-GL261_PS-PDT vaccine. Collectively, these results suggest the importance of Th17 cell responses for efficient glioma DC-based therapy.

**Fig. 5:**
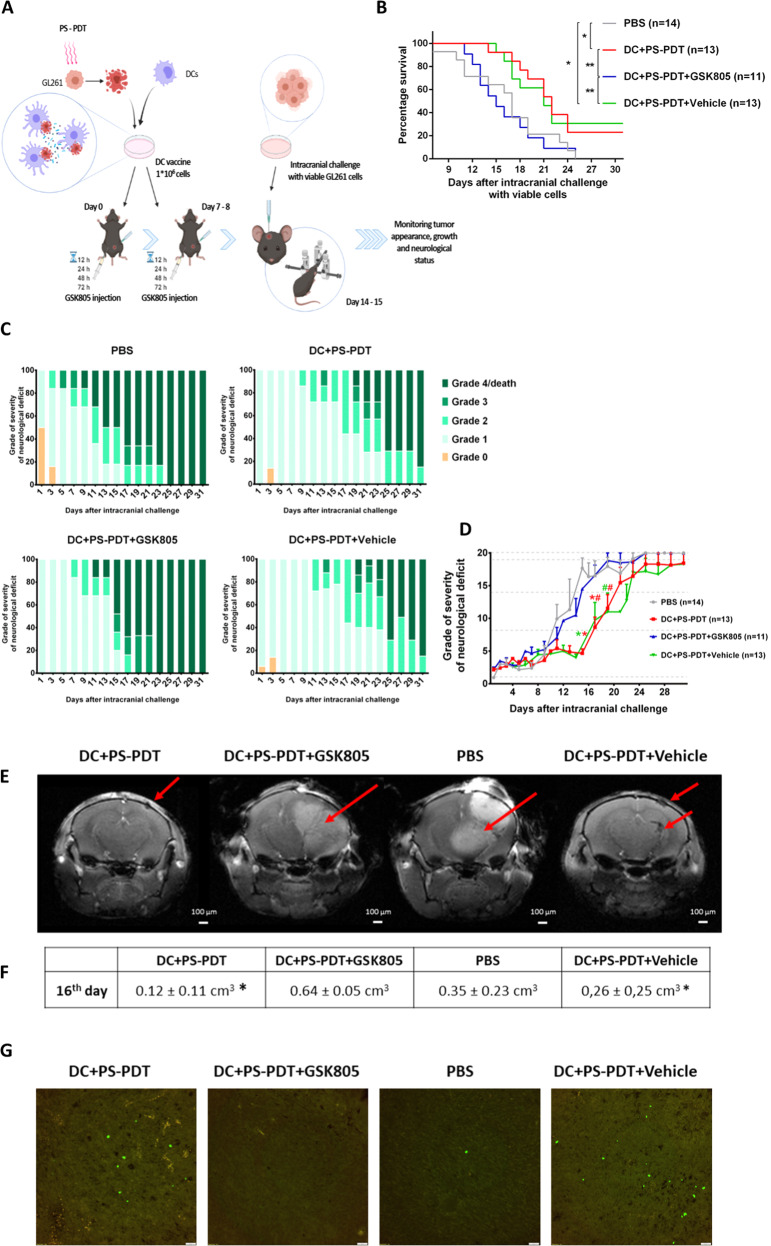
The efficacy of ICD-based DC vaccines depends on RORγt signaling. **A** Mice received DC vaccines loaded with PS-PDT on days 0 and 7. After each vaccination, the mice received four intraperitoneal injections of the RORγt inhibitor (GSK805, 10 mg/kg) or vehicle (control) 12, 24, 48, and 72 h postvaccination, or were injected with PBS. In addition, a control group received PBS instead of a vaccine. Seven days after the last vaccination with the DC-based vaccine, the mice were intracranially injected with viable GL261 cells. B The curve represents survival of the mice for up to 30 days after the intracranial inoculation of tumor cells. *P* < 0.02, Mantel-Cox logarithmic test (*n* = 13–14). **C** Analysis of the neurological status of mice for up to day 31 after the intracranial tumor inoculation. The percentage of mice after intracranial tumor inoculation showing different degrees of neurological alterations (grades 0–4) in the different groups is shown. **D** The temporal progression of neurological deficits in mice treated as described in (**A**) is shown for each group (*n* = 11–14). *p < 0.01, a statistically significant difference from the PBS group, ^#^*p* < 0.01, a statistically significant difference from the DC + PS-PDT + GSK805 group; Wilcoxon test. **E** Representative T1-tomograms of layer-by-layer frontal brain sections on day 16. The tumor mass is indicated by red arrows. **F** Tumor volume was obtained by analysis of diffusion-weighted MRI images; *n* ≥ 6 per group. **G** The sagittal brain sections of mice treated with DC + PS-PDT or DC + PS-PDT in the presence of GSK805 or treated with vehicle or PBS. The sections stained with anti-IL-17 antibodies (green) demonstrated the presence of IL-17^+^ cells in the brain of mice treated with DC + PS-PDT, but these cells were not present in the brains of mice treated with DC + PS-PDT in the presence of GSK805. Scale bars 20 μm.

### Relationship between the Th17-associated genetic signature and patient survival

It has been proposed that the presence of specific T-lymphocyte subsets and the absence of immunosuppressive cells is associated with improved prognosis in cancer patients and can yield information relevant to the prediction of treatment response and various other pharmacodynamic parameters [38]. Therefore, we studied the clinical prognostic potential of the Th17 gene signature observed in the DC-GL261_PS-PDT vaccine. To that end, we analyzed a Th17-based immune contexture in patients with low-grade glioma (LGG) by making use of the very large, standardized and publicly available cohort of 508 LGG patients from The Cancer Genome Atlas (TCGA) [39]. The lymphocyte subtype-specific mRNA signature for Th17 cells is available from a previous study [40]. This mRNA signature was analyzed in the TCGA-LGG dataset to select a cluster of genes within this signature showing strong collective co-expression (so-called “metagene”) [14, 41] centered on the standard/specific Th17 cell marker (IL17A) [42]. To identify the LGG-specific Th17 cell-associated metagene, we calculated the co-expression of genes in the signature (correlation matrix) (Suppl. Fig. 4B). The correlation matrix was subjected to unsupervised hierarchical clustering with Euclidean distance measurement and average linkage clustering. Then, in the TCGA-LGG cohort, we calculated the prognostic impact of the expression of the Th17 metagene on overall patient survival, dividing patients into groups with low and high metagene expression by the 75th percentile. In addition, we calculated the percent difference in median survival (%Δ*MS*) between the high-expression and low-expression groups. Though the difference in overall survival was not statistically significant between the groups with high and low expression of the Th17 metagene (log-rank *p*-value > 0.05), a positive %∆MS of +10% indicates a possible trend that the strong expression of the Th17 metagene is associated with prolonged overall survival (Suppl. Fig. 4C).

These data are in line with our in vitro RNA-seq data, where glioma undergoing ICD after PS-PDT induced a significantly stronger Th17 signature in murine DCs as compared to control (Fig. 4F) and provided support for the effect of the pharmacological inhibition of RORγt on the immunogenic potential of the DC-GL261_PS-PDT vaccine (Fig. 5B–F) and the depletion of IL-17^+^ CD4^+^ T cells in the brains of mice treated with DC-GL261_PS-PDT and GSK805 (Fig. 5G). Collectively, these results suggest an important role for Th17 cell responses in the efficacy of the DC-based immunotherapy of glioma.

### Identification of the four-gene signature associated with overall survival of glioma patients

To identify the genes associated with the survival of patients with glioma, we analyzed the transcriptome data from the TCGA-LGG dataset. The differential expression of 249 genes was statistically significant (|Fold Change| ≥ 2, adjusted *p*-value < 0.05, base Mean > 50) between the DEAD and ALIVE groups of patients; 236 genes were upregulated and 13 were downregulated in the DEAD group relative to ALIVE patients. Among the genes found, we identified 158 genes that were differentially expressed (adjusted *p*-value < 0.05, base Mean > 50) in ALIVE TCGA-LGG patients compared to CONTROL patients, of which 119 genes were upregulated and 39 were downregulated.

Next, 158 genes were matched with 5135 differentially expressed genes (adjusted *p*-value < 0.05, base Mean > 100) from our RNA-seq data of DCs cocultured with glioma GL261 cells treated with PS-PDT or MTX (Fig. 4). 

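Without a threshold on the fold change, 4147 genes passed an adjusted p-value under 0.05 and a mean normalized count over 100 in the PS-PDT group, 2712 higher and 1435 lower, and 9456 passed in the MTX group, 4043 higher and 5413 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In at least one of the cocultures 9741 passed, and in both 3862. Which of these sets the genes matched with the patients' genes came from is not stated in the paper's text. The PS-PDT number fell to 2760 when PS-PDT replicate 4 was left out and rose to 8008 when the samples were scaled to the 20 DC genes.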

We identified five genes (CFH, CYP1B1, GALNT3, SMC4, and VAV3) the expression of which changed in the in vitro DC experiments, and they were changed in the same direction in the ALIVE patients. 

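The mouse genes examined here were Cyp1b1 (chromosome 17, 80008966 to 80022532, GRCm39), Galnt3 (chromosome 2, 65913110 to 65955482), Smc4 (chromosome 3, 68911944 to 68941960) and Vav3 (chromosome 3, 109247656 to 109593015). These 4 had a lower mean in both cocultures than in control DCs with TMM, and in the PS-PDT group 3 of the 4 passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cyp1b1 had the largest fall there, a log2 fold change of -1.41 (standard error 0.45, adjusted p = 0.0321), from 1834 ± 999 normalized counts in control DCs to 690.5 ± 299 (SD, n = 4). Cyp1b1 had 337 ± 158 normalized counts in the MTX group and a log2 fold change of -2.45 (standard error 0.47, adjusted p = 0.000439 from the same test). Without control replicate 1 or 2, or PS-PDT replicate 2 or 4, its adjusted p in the PS-PDT group was 0.1005, 0.0925, 0.0768 or 0.087 in the same test. Galnt3 changed by -0.69 (standard error 0.23, adjusted p = 0.0406) and Smc4 by -0.33 (standard error 0.10, adjusted p = 0.0213), while Vav3 at -0.39 (standard error 0.17, adjusted p = 0.0923, all from the same test) did not pass. All 4 passed in the MTX group. The log2 fold changes of the other 3 were -0.58 for Galnt3 (standard error 0.23, adjusted p = 0.0404), -0.51 for Smc4 (standard error 0.10, adjusted p = 0.000428) and -2.01 for Vav3 (standard error 0.17, adjusted p = 6.84e-07, all from the same test). Adjusted over these 4 genes alone, all 4 passed in both cocultures, which is not independent evidence, since the study chose them on these samples.
Whether these genes passed depended on the scaling. With library size alone, Smc4 changed by -0.17 in the PS-PDT group (adjusted p = 0.28) and by -0.04 in the MTX group (adjusted p = 0.741), and Galnt3 by -0.13 in the MTX group (adjusted p = 0.571, all from the same test), so they did not pass and their direction was kept. The scale of the 20 DC genes, chosen after seeing the data, raises all genes, by a median of 0.66 in the PS-PDT group and 1.98 in the MTX group, so that small falls turn by its construction. On it the log2 fold changes were 0.32 and 1.49 for Smc4 in the PS-PDT and MTX groups, 0.22 for Vav3 in the PS-PDT group and 1.37 for Galnt3 in the MTX group, and 0 of the 4 genes were lower with an adjusted p-value under 0.05 in either.

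**Figure D4:**
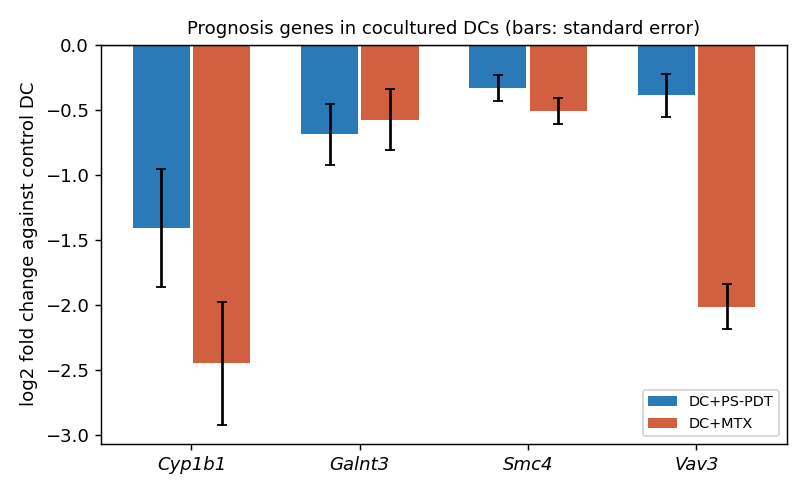
Log2 fold change against control DCs (y-axis) of Cyp1b1, Galnt3, Smc4 and Vav3 (x-axis) in the PS-PDT and MTX groups with TMM scaling, with bars for the standard error. All 8 values lie below 0 on this scale, while 4 of them lie above 0 on the scale of the 20 DC genes, which raises all genes.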

Next, based on log_2_(TPM + 1) normalized expression data from the TCGA-LGG dataset, we performed univariate Cox proportional hazards regression analysis for each gene. This analysis allowed us to select four prognosis-associated genes (CFH, GALNT3, SMC4, and VAV3) that were statistically significantly correlated with overall survival (*p*-value < 0.05). The change in the expression of these four prognostic genes in the DEAD/ALIVE groups of TCGA-LGG patients and in DCs co-cultured with glioma 261 cells killed by PS-PDT or MTX groups are compared to the corresponding control groups (Fig. 6A). This analysis indicates a commonality of mechanisms with a good prognosis (ALIVE patients with low expression of these genes) and with the use of PS-PDT or MTX.

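In normalized counts (mean ± SD, n = 4), Galnt3 had 1638 ± 269 in control DCs, 1017.5 ± 331 in the PS-PDT group and 1098.5 ± 293 in the MTX group, and Vav3 had 4026 ± 507, 3075 ± 771 and 998 ± 157. Smc4 had 10905 ± 587, 8659 ± 657 and 7651 ± 771, and was the only one of these 3 for which all samples of both cocultures lay below every control (two-sided exact permutation test, p = 0.0286 in each, and 0.0654 after adjustment over 16 tests). For the PS-PDT group the same exact permutation test gave p = 0.0571 for Galnt3 and 0.0857 for Vav3. For the MTX group it gave 0.0571 for Galnt3 and 0.0286 for Vav3. Tested directly between the cocultures, Vav3 was lower in the MTX group by a log2 fold change of -1.62 (standard error 0.17, adjusted p = 2.22e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Galnt3 (0.11, adjusted p = 0.717) and Smc4 (-0.18, adjusted p = 0.149, both from the same test) did not differ between the cocultures beyond the spread between replicates. Without PS-PDT replicate 3, Vav3 passed in the PS-PDT group (-0.58, adjusted p = 0.00468 from the same test). Galnt3 had an adjusted p over 0.05 in the PS-PDT group in 8 of the 12 fits that left out one sample each.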

**Fig. 6:**
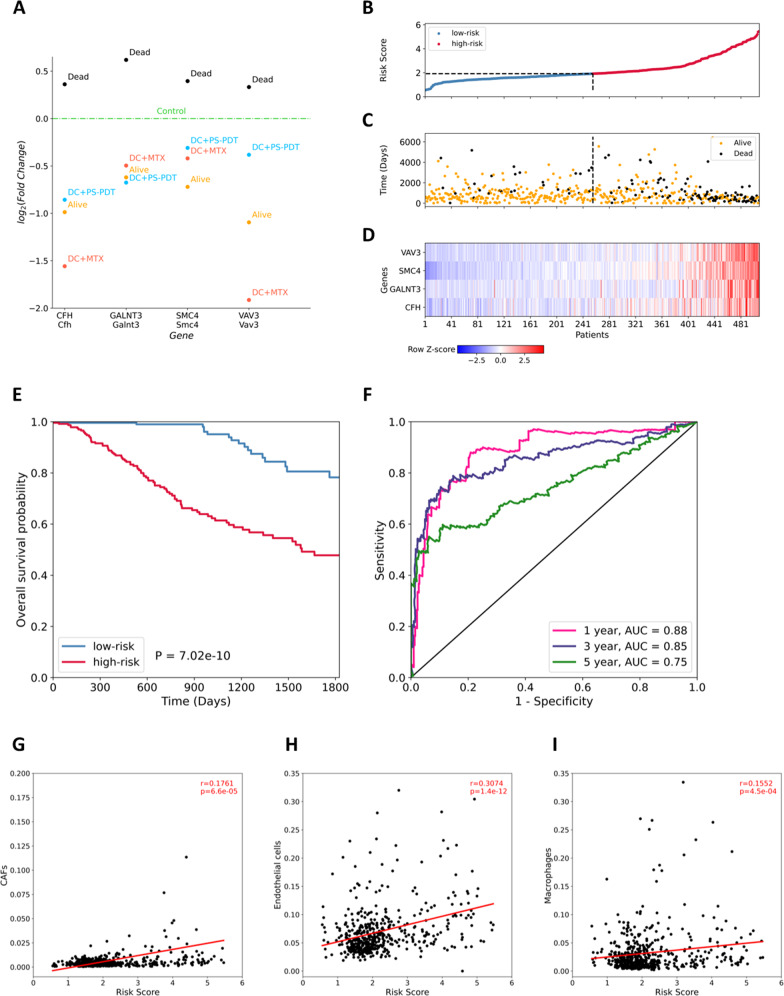
Four-gene prognostic signature and its relationship with overall survival in the TCGA-LGG dataset. **A** Plot of log_2_ Fold Change expression of the genes from the four-gene prognostic model. For each gene, values of log_2_FC are presented for the DEAD/ALIVE patient groups and for the PS-PDT/MTX groups *versus* the corresponding control groups. The conditional control level is shown with a green dash-dotted line. **B** The risk score of each LGG patient. The median risk score for categorizing patients into low-risk (blue) or high-risk (red) groups is 1.92. **C** The time to death of dead patients (black) and time until last follow-up of live patients (orange). **D** Heatmap of gene expression profiles of the four prognostic genes. **E** Kaplan–Meier survival analysis of high-risk *versus* low-risk groups. **F** Time-dependent receiver operating characteristic curve analysis of the four-gene predictive model. **G**–**I** Correlation between the four-gene prognostic signature for TCGA-LGG and the infiltration of immune and cancer cell subtypes: CAFs (**G**), endothelial cells (**H**) and macrophages (**I**).

Then, we used prognosis-related genes as variables in the final multivariate Cox regression model. The С-index (index of concordance) was considered an assessment of the predictive model. Its value was 0.82, which indicates that the four-gene signature can successfully predict the prognosis of patients with glioma. In our prognostic model, the risk score = (0.121232 × expression value of CFH) + (0.114831 × expression value of GALNT3) + (0.521462 × expression value of SMC4) + (0.329177 × expression value of VAV3). The coefficients of all four genes are positive, which means that patients with high expression levels of CFH, GALNT3, SMC4, and VAV3 have low survival rates. Next, the risk score for every patient based on our prognostic model was calculated and the 508 patients were separated into low-risk (*n* = 254) and high-risk (*n* = 254) subgroups based on the median risk score of 1.92.

The distribution of the TCGA-LGG patients’ risk scores (with color-coded risk level), time to death or until the last follow-up, and RNA-seq expression of the patients are shown in Fig. 6B–D. The survival (or censoring) time of patients with high-risk scores was lower than in those with low-risk scores (Fig. 6B, C). The expression of prognostic genes was higher in high-risk patients (Fig. 6B, D). A heatmap was generated using the Z-score on log_2_(TPM + 1) normalized expression value to illustrate the relative expression levels of the genes (Fig. 6D). Z-score normalization was used in addition to centering and variance stabilization. The Kaplan–Meier overall survival curves of the two groups based on the four prognostic genes were significantly different (log-rank *p*-value = 7.02e−10 < 0.05) (Fig. 6E). We also used receiver operating characteristic curve analysis to estimate the accuracy of the risk score’s prediction of the clinical outcomes of TCGA-LGG patients (Fig. 6F). The calculated risk score was most accurate in assessing the one-year prognosis of TCGA-LGG patients, with an area under the curve of 0.88. Generally, the accuracy of the prognosis signature exceeded 0.7 in the clinical outcome prediction from one to five years (area under curve of 0.85 and 0.75 after 3 and 5 years, respectively).

Next, we analyzed the correlation between the prognostic signature and the infiltration of immune cells and cancer cells in TCGA-LGG. The fraction of B cells, CD4^+^ T cells, CD8^+^ T cells, macrophages, NK cells, cancer-associated fibroblasts, and endothelial cells was predicted using the EPIC deconvolution method. Cancer-associated fibroblasts, endothelial cells, and macrophages were significantly correlated (*p*-value < 0.05) with the risk score (Fig. 6G–I), and Pearson’s correlation coefficients were 0.1761, 0.3074 and 0.1552, respectively. This indicates that the infiltration of cancer-associated fibroblasts, endothelial cells, and macrophages is positively correlated with the poor prognosis of TCGA-LGG, and an increase in the proportions of these cells is associated with an increase in the risk score. There was also a trend towards a decrease in the proportion of CD4^+^ and CD8^+^ T cells in patients with high-risk scores, but this correlation was not statistically significant (data not shown).

### Validation of the prognostic four-gene signature on overall survival in the CGGA-LGG, TCGA-GBM, and CGGA-GBM datasets

To determine whether the four-gene prognostic signature had similar prognostic value in different cohorts, we first used the CGGA-LGG dataset for validation. The risk score of each patient was calculated according to the risk score formula derived from the training TCGA-LGG dataset. The 408 patients in the validation CGGA-LGG set were separated into low-risk (*n* = 186) and high-risk (*n* = 222) subgroups based on the training set cutoff value of 1.92. Next, the distribution of risk score, survival status, and the heatmap of prognostic gene expression in the CGGA-LGG dataset were analyzed (Fig. 7A–C). Consistent with the results of the TCGA-LGG dataset, the Kaplan–Meier survival curves and log-rank test (*p*-value = 9.28e−07) revealed a significant difference in overall survival between the low- and high-risk groups in the CGGA-LGG dataset (Fig. 7D). Receiver operating characteristic curve analysis of the four-gene model was conducted: the values of area under curve were 0.78, 0.78, and 0.73, respectively, for predicting 1-, 3-, and 5-year survival rates (Fig. 7E).

**Fig. 7:**
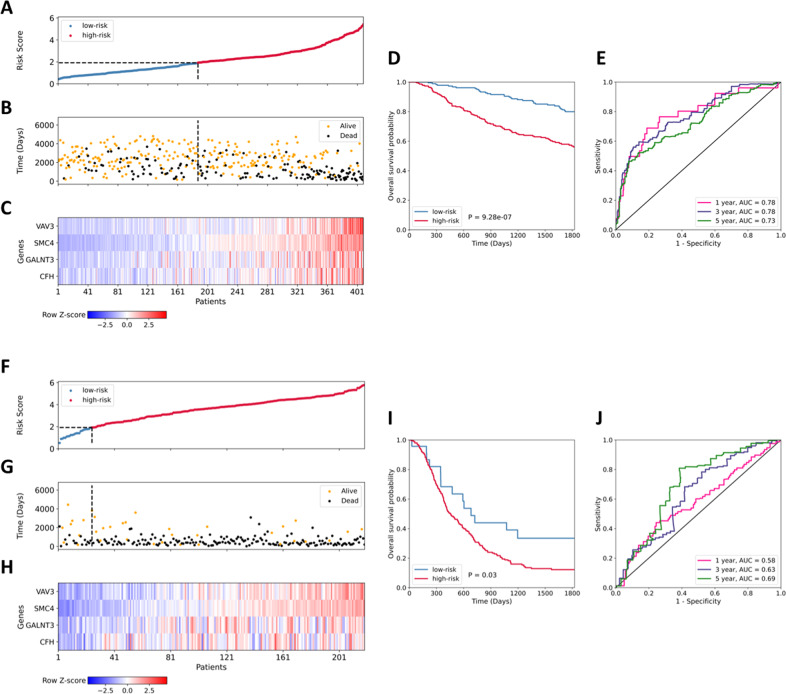
Validation of the prognostic four-gene signature for overall survival in the CGGA-LGG, TCGA-GBM and CGGA-GBM datasets. **A**–**E** Characteristics of the four-gene prognostic signature in the validation CGGA-LGG dataset. **A** The low- and high-risk scores for each CGGA-LGG patient. **B** The time to death of patients (black, DEAD) and time until last follow-up of live patients (orange, ALIVE) from the CGGA-LGG dataset. **C** Heatmap of gene expression profiles of the four prognostic genes in the CGGA-LGG dataset. **D** Kaplan–Meier survival analysis of high-risk *versus* low-risk groups in the CGGA-LGG dataset. **E** Time-dependent receiver operating characteristic curve analysis of the four-gene predictive model in the CGGA-LGG dataset. **F**–**J** Characteristics of the four-gene prognostic signature in the validation CGGA-GBM dataset. **F** The low- and high-risk scores of each CGGA-GBM patient. **G** The time to death of dead patients (black, DEAD) and time until last follow-up of live patients (orange, ALIVE) from the CGGA-GBM dataset. **H** Heatmap of gene expression profiles of the four prognostic genes in the CGGA-GBM dataset. **I** Kaplan–Meier survival analysis of high-risk *versus* low-risk groups in the CGGA-GBM dataset. **J** Time-dependent receiver operating characteristic curve analysis of the four-gene predictive model in the CGGA-GBM dataset.

In addition, the performance of the prognostic model built for patients with LGG was tested on patients with glioblastoma multiforme (GBM). To do this, we repeated the validation procedure for the TCGA-GBM and CGGA-GBM datasets. When dividing TCGA-GBM patients into low- and high-risk groups according to the cutoff value, 149 of the 151 patients were in the high-risk group. Receiver operating characteristic curve analysis of the four-gene model revealed that the values for the TCGA-GBM dataset of area under curve were 0.9 for predicting 5-year survival rate. A similar trend, but not as extreme, was observed in the CGGA-GBM dataset: there were more patients in the high-risk group (*n* = 195) than in the low-risk group (*n* = 23) (Fig. 7F–H). These results were expected, since glioblastoma is a more aggressive tumor than glioma and the number of dead patients in the GBM datasets is greater than the number of those alive. Consistent with the results of the low-grade glioma datasets, patients in the high-risk group had a poorer prognosis in the CGGA-GBM dataset, with log-rank *p*-value = 0.03 (Fig. 7I). The 1-, 3- and 5-year area under curve were 0.58, 0.63 and 0.69, respectively (Fig. 7J).

## Discussion

In this study, we found that DC vaccines primed with glioma cells undergoing ICD after PS-PDT protect mice not only against challenge with viable glioma GL261 cells in several orthotopic glioma models in the prophylactic mode but are also effective in the curative setting, which most closely resembles the clinical setting. Moreover, by using RNA-seq analysis, we found that while glioma cells are undergoing ICD after PS-PDT, they induce a typical Th17 signature in the DC vaccines and that these vaccines were highly effective in protecting mice against gliomas (Fig. 8). Furthermore, the effect of these DC vaccines was significantly reduced when a specific RORγt inhibitor was used, confirming that a Th17-induced anti-tumor immune response is required for the efficacy of these DC vaccines in the murine orthotopic glioma model. Furthermore, by comparing the transcriptome program of the ICD-based DC vaccine with the transcriptome data from the TCGA-LGG patients, we identified a four-gene signature (CFH, GALNT3, SMC4, and VAV3) that is strongly associated with overall survival of glioma patients, and we validated it on the CGGA-LGG, TCGA-GBM, and CGGA-GBM datasets (Fig. 8).

**Fig. 8:**
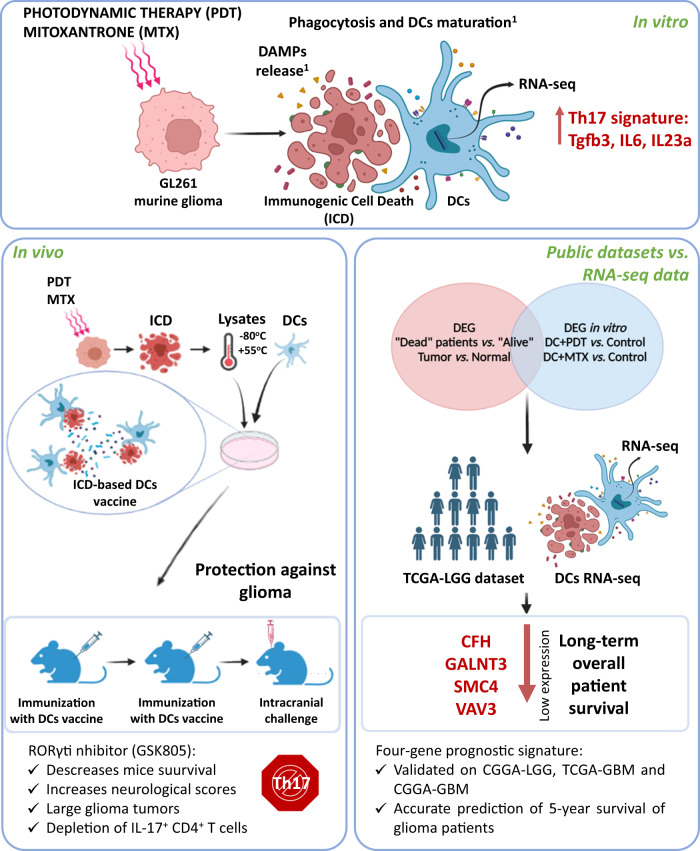
DC vaccines loaded with glioma cells killed by PS-PDT induce Th17 anti-tumor immunity and provide a four-gene signature for glioma prognosis (graphical abstract). We developed ICD-based DC vaccines and demonstrated that they induce significant protective immunity against glioma in the orthotopic model. To investigate the molecular mechanism of DC vaccines loaded with glioma cells undergoing ICD, we performed a comparative analysis of their transcriptional levels in two ICD-inducing modalities (PS-PDT and MTX) and we analyzed the marker genes responsible for T cells differentiation (Th1, CTL, Th17, and Treg). This study revealed that the expression of DC genes the products of which (Tgfb3, Il6, and Il23a) activate Th17 cells were expressed at high levels in DCs cocultured with dying glioma cells treated with PS-PDT or MTX compared to control. Notably, blocking RORγt reduced the protection of DC vaccines loaded with dying glioma cells treated with PS-PDT in the orthotopic glioma model. Finally, by matching differentially expressed genes (DEG, between “ALIVE” and “CONTROL” patients in TCGA-LGG datasets) from our RNA-seq data of DCs cocultured with glioma GL261 cells treated with PS-PDT or MTX, we established a predictive model based on the four-gene signature (CFH, GALNT3, SMC4, and VAV3). Application of this signature to the TCGA-LGG dataset predicted the patients’ overall survival. When it was validated on the overall survival of the CGGA-LGG, TCGA-GBM, and CGGA-GBM datasets, it accurately predicted the five-year survival rates. In conclusion, in this study we have shown that DC vaccines loaded with glioma cells killed by photodynamic therapy induce Th17 anti-tumor immunity and provide a four-gene signature for glioma prognosis. These findings open attractive prospects for improving glioma therapy by employing ICD and PS-PDT-based DC vaccines to induce Th17 immunity and to using the prognostic model to predict the overall survival of glioma patients. ^1^Of note, in the previous study we demonstrated that dying/dead GL261 cells treated with PS-PDT undergo typical hallmarks of ICD such as exposure on their surface calreticulin and release DAMPs such as ATP and HMGB1 [20]. Importantly dying/dead GL261 treated with PS-PDT induce efficient activation and maturation of DCs in vitro [20] justifying their use as a vaccine in the current study.

Immunotherapy has emerged as a standard of care and the first-line treatment for several cancer types, including glioma, mainly due to the discovery of immune checkpoint inhibitors and their significant clinical impact [43]. One of the promising concepts of cancer immunotherapy relies on the induction of ICD, which is on the one hand characterized by adjuvanticity and emission of DAMPs and cytokines, leading to activation of anti-tumor immunity, and on the other hand dictated by the antigenicity of dying cancer cells, which is defined by the level of tumor (neo)antigens [23, 44, 45]. Adjuvanticity and antigenicity of dying cancer cells are required for generation of anti-tumor immunity and long-lasting immune memory, which is required for lifelong protection of patients. In recent years, several promising ICD-inducing therapeutic modalities have been introduced, including therapeutic strategies based on PDT, which is effective for certain types of cancer. PDT involves the use of a photosensitizing agent and photoexciting light, which, in the presence of molecular oxygen, generate singlet oxygen and other cytotoxic oxidants that trigger ICD [26, 28, 46]. Importantly, the potential of ICD in cancer therapy has been well-established [23–25, 44, 45], and most studies have focused on the induction of ICD in murine heterotopic cancer models [14, 19, 27, 29, 47]. However, in this study, we developed DC vaccines primed with glioma cells undergoing ICD after PS-PDT for glioma therapy. It is noteworthy that several different methods are available for designing patient-derived cancer cell vaccines. Two widely used methods are the use of dying cancer cells [14, 19, 27, 30, 47] and DCs primed with tumor cell lysates [14, 48]. In our work, we subjected glioma cells to PS-PDT, leading to the induction of the typical features of ICD, followed by preparing tumor cell lysates and priming DCs with them. We had already characterized PS-PDT in our previous work [20] and showed that glioma GL261 cells subjected to PS-PDT undergo ICD with the emission of the three major DAMPs (CRT, ATP, and HMGB1), thereby inducing activation and maturation of DCs in vitro [20]. In our current study, we developed in orthotopic glioma models a novel immunotherapy based on a DC vaccine pulsed with GL261 glioma cells treated with PS-PDT.

Importantly, whole glioma tumor cells are often lysed by several F/T cycles, which leads to unregulated cell death known as accidental necrosis, which has limited immunogenic potential [19, 20, 27]. In our current study, we used two different orthotopic glioma prophylactic mouse models: subcutaneous vaccination with glioma GL261 cells undergoing ICD (Fig. 2) and intraperitoneal vaccination with DC vaccines pulsed in vitro with glioma GL261 cells killed by PS-PDT or F/T, or treated with MTX as a positive control (Fig. 3). The results demonstrate that the ICD induced in glioma GL261 cells killed by PS-PDT provided considerable survival benefits against challenge with viable GL261 cells in both mouse models as compared to vaccination with glioma cells after F/T. Notably, the DC-GL261_PS-PDT vaccine increased the median survival time by more than 12% as compared to the F/T group. These data confirm the previously reported observation of the non-immunogenicity of cancer cells undergoing accidental necrosis [19, 20, 27, 29]. Interestingly, DC-GL261_PS-PDT was also effective for treating existing glioma in mice in the curative mode as well (Suppl. Fig. 3). Moreover, we found that PS-PDT induced a mixed type of regulated cell death in GL261 cells with features of both apoptosis and ferroptosis. Induction of cell death by PDT can also be beneficial because PDT can work synergistically with ferroptosis to provide a source of reactive oxygen species for the Fenton reaction [28]. The dose of photosensitizer used to trigger cell death must also be considered because there is a non-linear relationship between photosensitizer concentration and the PDT-induced antitumor immune response [49].

To investigate the efficacy of DC vaccines further and to unravel the immunogenic signature triggered in the DCs by dying GL261_PS-PDT cells, we performed RNA-seq analysis of DCs co-incubated with dying glioma GL261 cells triggered by PS-PDT or MTX treatment. Importantly, we found significantly different expression levels of the Tgfb-3, IL-6, and IL-23a genes in the DCs pulsed with dying cells undergoing ICD after PS-PDT or MTX treatment as compared to control untreated DCs. It is known that the Th17 genetic signature is specific to a Th17 immune cell response and contributes to the steering of this response in mice and in humans [50]. Th17 cells have been identified as an independent subtype of inflammatory T cells with an IL-17 and transcription factor RORγt profile [51]. Of note, naive CD4^+^ T cells can be induced to differentiate, depending on the local cytokine milieu, towards a T helper-1 (Th1), Th2, Th17, or regulatory T cell phenotype with unique signaling pathways and expression of specific transcription factors [52]. Thus, our RNA-seq data clearly point to the activation of the Th17 signature in the DC vaccines after their coculture with GL261_PS-PDT cells. We previously reported that glioma GL261 cells subjected to PS-PDT and co-cultured with DCs induced the production of IL-6 [20], indirectly supporting our current RNA-seq data (Fig. 4). It is also known that dying cancer cells undergoing ICD induce a typical Th1 signature in vitro and in vivo [14, 19]. But our data provide more specific direct experimental evidence pointing to the ability of glioma undergoing ICD to induce a Th17 molecular signature in antigen-presenting cells (i.e., DCs). Furthermore, in the prophylactic orthotopic glioma model, co-injection of a specific inhibitor (GSK805) of RORγt, the transcription factor of the Th17 response, significantly reduced the protective effects of the DC vaccine based on ICD and PS-PDT. Moreover, we found that TCGA-LGG patients have +10% %∆MS, which suggests that the Th17 metagene might be associated with prolonged overall survival (Suppl. Fig. 4B, C), confirming a previous report on the relationship between high Th17 metagene expression and longer survival of patients with GBM [14]. Interestingly, when patients with mutated isocitrate dehydrogenase 1 (IDH1), a molecularly distinct subtype of diffuse glioma, were vaccinated with IDH1(R132H)-specific peptide vaccine, they showed production of tumor necrosis factor (TNF), interferon-γ (IFNγ), and IL-17 upon in vitro re-stimulation of peripheral IDH1-vaccine-induced T cells with IDH1(R132H), which indicates the involvement of Th1 and Th17 subtypes of Th cells [53]. These results also indirectly support our current data obtained in a prophylactic orthotopic glioma model in which a specific inhibitor of RORγt was also injected. The results point to a promising strategy for glioma therapy by employing ICD and PS-PDT-based DC vaccines to induce Th17 immunity. However, it is important to stress that even though multiple types of IL-17-producing cells are found in the tumor bed in mouse models and in humans, their role in tumor progression remains controversial [54]. It is noteworthy that our findings are in striking contrast to the previously reported role of Th17 and IL-17 in glioma promotion, where a direct correlation between two-year progression-free survival and low incidence of IL-17 producing cells was reported [55]. However, the molecular mechanism of IL-17-mediated glioma progression was not shown in that study. In another recent study, the CD8^+^ and CD4^+^ tumor-infiltrating lymphocyte compartment was characterized in depth. The results pointed to a pronounced Th17 commitment of CD4^+^ tumor-infiltrating lymphocytes in untreated GBM patients [56]. Although the authors proposed that exaggerated Th17 responses in the GBM bed may create a dominant-negative environment for productive Th1 and CTL responses blocking adaptive antitumor immunity, a direct link between exaggerated Th17 responses and survival of GBM patients has been not identified. Indeed, the brain tumor microenvironment varies greatly during its progression from early to late disease, among different tumor types, among individuals with the same diagnosis, and in non-neoplastic cell types and cell states [57]. In this regard, it has been shown that myeloid cells in GBM tissue are the dominant immune cell type [57–59] and that GBM has much fewer lymphocytes, and in particular T cells such as CD4^+^ and CD8^+^ T cells, which represent about 10 and 7%, respectively, of the immune cell infiltrate in GBM [56]. Therefore, the underlying molecular and cellular mechanisms of the role of IL17 in cancer are still not completely understood. Many interesting and challenging findings are expected.

Our study allowed us to identify the four-gene signature (CFH, GALNT3, SMC4, and VAV3) associated with the overall survival of glioma TCGA-LGG patients. Currently, there are various prognostic models to predict the survival of LGG patients. In our study, we looked at genes that show commensurate expression changes in a group of live LGG patients and in the PS-PDT and MTX groups in our in vitro experiments. Although PS-PDT and MTX have different effects on the activation of immune system genes, both have pronounced positive effects in modeling the oncological process. Using TCGA-LGG data, we show that despite the differences in mechanisms, some genes could have significant prognostic value in distinguishing good from poor prognosis. Based on the immune cell deconvolution method, we found a significant correlation between the four-gene prognostic signature and the infiltration of immune and cancer cell subtypes. The results demonstrate that patients with higher infiltration levels of cancer-associated fibroblasts, endothelial cells and macrophages have a poor prognosis. Of note, these four genes that constitute the prognostic model have been shown to have the following associations: (i) high expression level of Complement Factor H (CFH) has been associated with the progression of cutaneous squamous cell carcinoma [60]; (ii) GALNT3 (polypeptide N-acetylgalactosaminyltransferase 3) has been linked to neuroblastoma [61]; (iii) strong expression of structural maintenance of chromosomes 4 (SMC4) promotes an aggressive phenotype in glioma cells [62]; (iv) depletion of Vav3 (guanine nucleotide exchange factor) by siRNA oligonucleotides suppresses GBM cell migration and invasion [63]. These findings reinforce the functional relevance of this four-gene prognostic signature.

Altogether, our findings point to the importance of the Th17 signature as a prognostic marker and to its positive therapeutic impact in glioma therapy based on DC vaccines pulsed with dying cancer cells undergoing ICD triggered by PS-PDT (Fig. 8). Considering the wide GBM heterogeneity and plasticity, which result in the lack of “quality” neoantigens, DC vaccines pulsed with dying cancer cells undergoing ICD triggered by PS-PDT may represent an attractive approach for producing whole-tumor derived immunogenic neoantigens for effective glioma therapy. Moreover, a key interpretation of our new four-gene signature model, which demonstrated a strong predictive power in both the training and validation cohorts, may help to develop novel and testable prognostic and therapeutic opportunities for glioma patients.

## Materials and methods

### Cell lines

Murine glioma GL261 cells were cultured at 37 °C under 5% CO_2_ in Dulbecco’s Modified Eagle’s Medium (DMEM) containing 4.5 g/L glucose and supplemented with 2 mM glutamine, 100 µM sodium pyruvate, 100 units/ml penicillin, 100 µg/L streptomycin and 10% fetal bovine serum, all purchased from Thermo Fisher Scientific. GL261 cells were kindly provided by Prof. P. Agostinis (Laboratory of Cell Death Research & Therapy, Department of Cellular and Molecular Medicine, KU Leuven, Leuven, Belgium).

### Quantification of cell death induction by PS-PDT and MTX and analysis of cell death inhibitors

Cell death was induced by photosens (PS)-based PDT or mitoxantrone (MTX, Sigma Aldrich). For PS-PDT, GL261 cells were first incubated with 1.4 µM PS in serum-free DMEM for 4 h and then irradiated with a light dose of 20 J/cm^2^ in photosensitizer-free media. After PDT, the cells were cultured in complete DMEM for 24 h. For MTX induction, the cells were cultured in full medium with 2.0 µM MTX for 24 h. Cells loaded with PS or MTX were handled in the dark or in subdued light. Control cells were cultured in the same conditions but without agents or PDT. Accidental necrosis in glioma GL261 cells was induced by three cycles of freezing (–80 °C) and thawing (37 °C).

The following cell death inhibitors were used: the pan-caspase inhibitor carbobenzoxy-valyl-alanyl-aspartyl-[O-methyl]-fluoromethylketone (zVAD-fmk, 25 μM, Sigma-Aldrich), the RIPK1 inhibitor necrostatin-1s (Nec-1s, 20 μM, Abcam), the inhibitor of reactive oxygen species and lipid peroxidation ferropstatin-1 (Fer-1, 1 μM, Sigma-Aldrich) and the iron chelator, deferoxamine (DFO, 10 μM, Sigma-Aldrich). The cell death inhibitors were added together with the corresponding reagent and the cells were incubated for 4 h in serum-free DMEM with PS and 24 h in complete DMEM with MTX. Before PDT, the medium was replaced with complete DMEM containing the respective cell death inhibitor, the cells were irradiated with light at 20 J/cm^2^, and then they were incubated for 24 h.

MTT assay (AlfaAesar) was performed using 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl-2H-tetrazolium bromide according to the manufacturer’s instructions and the optical density was measured at 570 nm.

### Generation of bone-marrow-derived dendritic cells (DCs)

Bone marrow was isolated from tibias and femurs in RPMI medium (GIBCO) supplemented with 5% heat-inactivated fetal calf serum, 20 ng/ml murine GM-CSF (UGent-IRC-VIB Protein Core Facility), 1% L-glutamine, and 50 μM 2-mercapthoethanol. The bone marrow was suctioned with a 25 G needle (0.5 × 25 mm), resuspended, and coarse debris was filtered through a Cell Strainer 70 μm (Falcon). The suspension was cleared of erythrocytes with a lysing solution. The cells were grown for up to 10 days. Fresh culture medium was added on day 3, and on days 6 and 9 the medium was fully refreshed.

### Phagocytosis assay

Target glioma GL261 cells were labeled with 1 μM CellTracker Green CMFDA (Molecular Probes) in serum-free DMEM for 30 min and then induced by MTX as described above. For the PDT group, GL261 cells were loaded with 1.4 µM PS in serum-free DMEM for 4 h and then either left untreated or cell death was induced by PDT as described above. The cells were collected, washed, and co-cultured with bone marrow-derived dendritic cells (DCs) in ratios of 1:2 or 1:5 for 2 h. Next, the co-cultured cells were harvested, incubated with a mouse Fc block CD16/CD32 (ThermoFisherScientific), stained with PE-Cy7-anti-CD11c (BD PharMingen, 561022), and finally analyzed by flow cytometry on a CytoFlex (Beckman Coulter). Analysis was performed by using CytExpert software. True uptake of dead cells labeled with 5-chloromethylfluorescein diacetate (CMFDA) by DCs was determined by using a gating strategy that allows analysis only of singlets that are identified as CD11c^+^ CMFDA double-positive cells.

### DCs enrichment after coculture with glioma GL261 cells for RNA isolation

DCs isolated from four C57BL/6J mice were used for each experimental group. DCs were cocultured for 6 h with dying/dead glioma GL261 cells in a ratio of 1:5. There were three experimental groups: DCs alone (negative control) and DCs cocultured with glioma GL261 cells pulsed with PS-PDT (PS at a dose of 1.4 µM, 24 h) or with MTX (positive control, 2 µM, 24 h). For the cocultures of DCs with treated GL261 cells, additional technical replicates were included. After 6 h of coculture, the cells were harvested and washed once with DPBS. Enrichment of DCs from the coculture proceeded as follows. First, dead cells were removed with a Dead Cell Removal Kit (MACS Miltenyi Biotec). Then, the final eluate was loaded onto MS columns (MACS Miltenyi Biotec) and treated with CD11c MicroBeads UltraPure (MACS Miltenyi Biotec) to enrich for CD11c^+^ DCs. The purity of CD11c^+^ DCs was analyzed by flow cytometry on a BD FACS Canto II flow cytometer after each step. Enriched CD11c^+^ cells were snap frozen in liquid nitrogen, and total RNA was isolated using RNeasy Mini Kit (QIAGEN). The quantity and integrity of the RNA were determined with a NanoDrop 8000 spectrophotometer (Thermo Fisher) and a Fragment Analyzer 5200 system (Agilent), respectively.

### RNA-seq analysis, RNA-seq pipeline, and data quantification

The TruSeq Stranded mRNA kit (Illumina) was used to prepare a RNA-seq library according to the manufacturer’s protocol, followed by PE100 cycle sequencing on one lane of a NovaSeq 6000 S1 (Illumina). Quality assessment of the raw FASTQ files obtained after sequencing was controlled with FastQC tool v0.11.5 [64]. All the files passed quality control. Next, the BWA-MEM tool v.0.7.17 [65] was used to map raw RNA-seq reads against Ensembl *Mus musculus* GRCm39 and FeatureCounts v2.0.1 [66] to get quantification estimates at the transcript level.

### Mice experiments

Female C57BL/6J mice (7–8 weeks old) were housed in specific pathogen-free conditions. The mouse experiments were performed according to the guidelines of the local Ethics Committees of the National Research Lobachevsky State University of Nizhny Novgorod (Russia) and the Faculty of Medicine and Health Sciences of Ghent University (Belgium; ECD 22-12). The G*Power 3.1.5 software was used to determine the sample size for in vivo experiments. In some experiments, 5–14 mice per group were used without the calculation of the power.

### In vivo prophylactic tumor sub-cutaneous vaccination mouse model

Cell death was induced in GL261 cells in vitro by PS-PDT or MTX as described above. Next, the GL261 cells were collected, washed once in PBS, and re-suspended at the desired cell density in PBS. Mice were inoculated subcutaneously with 5 × 10^5^ dying GL261 cells or with PBS in the left flank. The mice were immunized once or twice with an interval of seven days. Eight days after the last vaccination, the mice were challenged subcutaneously on the opposite flank with 1 × 10^5^ live GL261 cells. Tumor growth at the challenge site was monitored using a caliper for up to four weeks after the challenge. The mice were sacrificed when the tumors became necrotic or exceeded 2000 mm^3^.

### In vivo prophylactic tumor sub-cutaneous vaccination followed by orthotopic intracranial challenge

C57BL/6 J mice were immunized subcutaneously once or twice with an interval of 7 days with GL261 cells stimulated in vitro with PS-PDT or with MTX or subjected to F/T cycles as described above. Seven days after the last vaccination, the mice were anesthetized with isoflurane (5% induction, 1.5–2% maintenance), an incision was made in the scalp, and the skull was exposed. GL261 glioma cells (20,000 cells/3 μl saline) were injected into the brains at the following coordinates: AP: –2.0 mm, ML: –2.0 mm, DV: –3.3 mm (relative to bregma). The cells were injected at a rate of 0.3 µl/min via a Hamilton syringe mounted in a motorized stereotactic injector (World Precision Instruments). After injection, the needle was left in situ for 5 min and then removed slowly. The scalp was then sewn shut and analgesia was administered (Xylanite 0.02 mg/kg) (NITA-PHARM, Russia).

### DC vaccination in an orthotopic glioma mouse model and pharmacological inhibition of RORγt

#### DC vaccines

DCs were isolated according to the protocol described above. Between days 8 and 10 of cultivation, cells were collected for co-culturing. GL261 tumor cells were stimulated as described above and incubated for 24 h. The cells were then subjected to six cycles of freezing (–80 °C) and thawing (+55 °C). Total protein in the cell lysate was measured with a commercial BCA Protein Assay Kit (Sigma-Aldrich) and a Synergy MX spectrophotometer (BioTek Instruments Inc., USA). Two mg of protein was added to a suspension of 10 × 10^6^ DCs for 90 min. To activate the DCs, they were treated with lipopolysaccharide (0.5 μg/ml) for 24 h. In some experiments, PBS or DCs co-cultured with GL261 glioma cell lysates subjected to several freeze/thaw cycles to induce accidental necrosis (without photoinduction) were used as controls.

#### Prophylactic protocol

Female C57BL/6j mice (6–8 weeks old) were injected intraperitoneally twice seven days apart with a suspension containing 1 × 10^6^ prepared DCs. Seven days after the last injection, 2 × 10^4^ viable GL261 glioma cells were injected intracranially. All animals were anesthetized with a mixture of medical oxygen and isoflurane (induction: 5%; maintenance: 2%) and immobilized in a stereotaxic frame. The injection was performed using a stereotactic device 2 mm lateral and 2 mm posterior to the bregma and 3 mm below the dura mater according to a previously described protocol [14]. The skin was sutured, and meloxicam was administered subcutaneously (1 mg/kg, 2 mg/mL) to manage post-operative pain.

To inhibit a Th17 cell response, GSK805 (10 mg/kg; InvivoChem) dissolved in 10% DMSO and 90% corn oil (Sigma Aldrich) or vehicle (10% DMSO and 90% corn oil) were administered intraperitoneally to mice 12, 24, 48, and 72 h after injection of the DC vaccine.

#### Therapeutic protocol

Female C57BL/6j mice (6–8 weeks old) were anesthetized with a mixture of medical oxygen and isoflurane (induction: 5%; maintenance: 2%) and intracranially injected with 2 × 10^4^ viable GL261 glioma cells. The injection was performed using a stereotactic device 2 mm lateral and 2 mm posterior to the bregma and 3 mm below the dura mater according to a previously described protocol [14]. The skin was sutured, and meloxicam was administered subcutaneously (1 mg/kg, 2 mg/mL) to manage post-operative pain. To prepare the DC vaccine, cell death was induced in GL261 cells in vitro by PS-PDT or MTX as described above. The mice were injected intraperitoneally with a suspension containing 1 × 10^6^ of the prepared DCs (as described above) on days 2, 6, 10, and 17 after intracranial injection of viable GL261 cells. Local (inguinal and axillary) draining lymph nodes were collected on day 37 after intracranial injection with GL261 cells. The immune cells in the draining lymph nodes were stained by anti-CD8a (eBioscience, 12-0081-81), anti-CD45 (Biolegend, 103125), mouse Fc block (eBioscience, 16-0161-85), anti-CD11b (Invitrogen, 12-0112-83) and anti-CD11c (BD Pharmingen, 561022) and analyzed on a BD FACS Canto II flow cytometer.

### Neurological status assessment

After intra-cranial inoculation with glioma Gl261 cells and/or DC vaccines, the mice were monitored three times per week and clinical symptoms were scored with a neurological deficit grading scale [14]. The dynamics of the functional state of the central nervous system was evaluated on a scale to assess the severity of neurological deficit, with modifications for mice. The scale includes several tests of motor activity, coordination, reflexes, muscle tone, ptosis, and exophthalmos. Each test was scored 2 points for no reaction, 0 for good/normal reaction, and –1 for some disturbances. The values were summed up and interpreted as severe central nervous system damage (10─20 points), moderate damage (6─9 points), or light damage (1─5 points). The neurological score was evaluated by a blinded investigator.

### Magnetic resonance imaging

To assess the dynamics of intracranial tumor growth in the prophylactic model, magnetic resonance imaging (MRI) was applied using a high-field magnetic resonance tomograph, Agilent Technologies DD2-400 9.4 T (400 MHz) with a volume coil M2M (Н1). The animals were kept under general anesthesia (0.2 mg Zoletil and 0.5 mg Xylanit, intramuscular) in a fixed position inside the magnet tunnel for 40 min. The VnmrJ program was used to obtain and process data. T1-tomograms of layer-by-layer frontal brain sections weighted by proton density were obtained using the multi gradient-echo multi slice (MGEMS) pulse sequence with the following parameters: TR = 1000 ms, TE = 1.49 ms, 6 echoes, FOV 20 × 20 mm, matrix 128 × 128 and after −256 × 256, slice thickness 1 mm, 15 slices, 17 min and 4 s scanning time.

To assess the dynamics of intracranial tumor growth in the therapeutic model, ex vivo MRI was performed on 7-T micro-MRI (PharmaScan 70/16, Bruker BioSpin, Ettlingen, Germany) as previous described [67].

### Immunohistochemical analysis in an orthotopic glioma mouse model

In the prophylactic model, the mice were terminally euthanized and perfused with sodium chloride followed by 4% formalin. The brains were dissected and embedded in paraffin, and 10-µm sections were cut. Following antigen retrieval in citric acid buffer the sections were stained overnight at +4 °C with rabbit polyclonal anti-IL-17A antibody (ab 79056, Abcam, Cambridge, UK). As secondary antibodies, goat anti-rabbit IgG conjugated to AlexaFluor488 (A11034), Invitrogen were used.

In the therapeutic model brains were rinsed three times in PBS. The brains were dissected and embedded in paraffin, and 10-µm sections were cut and stained with hematoxylin/eosin. The images were taken on a spinning disk confocal Nikon Ti2 fluorescence microscope (Nikon, Japan).

### Public datasets

The brain lower grade glioma (LGG) project dataset was downloaded from The Cancer Genome Atlas (TCGA) [39] (https://portal.gdc.cancer.gov/) in August 2022. Patients with no reported vital status, with recurrent tumor, or with an unknown survival time were excluded. There were 508 patients with the primary tumor, of whom 125 had died and the remaining 383 were alive. We used STAR-counts files containing the number of mapped reads for each gene.

We also constructed a control group of 42 healthy postmortem brain transcriptome samples. To do this, we took the gene’s count numbers in healthy samples from publicly available datasets GSE80336 [68] and GSE78936 [69] from the Gene Expression Omnibus (GEO) [70] repository (https://www.ncbi.nlm.nih.gov/geo/).

As for the validation dataset for the prognostic model, we used samples with LGG from the Chinese Glioma Genome Atlas (CGGA) [71] (http://www.cgga.org.cn/). The RNA sequencing data presented as STAR-counts of two batches (mRNAseq_325 and mRNAseq_693) and corresponding clinical information of LGG samples were combined into a single CGGA-LGG dataset containing 408 samples (164 dead and 244 alive). For additional verification, we also considered RNA-seq data of glioblastoma multiforme (GBM) from the TCGA-GBM dataset (151 samples: 122 dead, 29 alive) and CGGA-GBM dataset (218 samples: 183 dead, 35 alive), combining GBM samples from mRNAseq_325 and mRNAseq_693 CGGA batches.

The sequence of TCGA, CGGA and GEO datasets were filtered to leave only protein-coding genes. In addition, to correct for a batch effect when combining data from different batches (datasets of healthy samples or mRNAseq_693 and mRNAseq_325 batches from CGGA) the *ComBat-seq* algorithm of the *sva* v3.42.0 software [72, 73] R package was used. Finally, the expression count data were normalized by the transcripts per million (TPM) method and the normalized expression values were transformed to log_2_ values.

### Differential expression and functional annotation analysis

Differential expression analysis was conducted in R software v4.1.2 and calculated using negative binomial generalized linear modeling implemented in the DESeq2 package v1.34.0 [74]. Genes were considered differentially expressed when the *q*-value cutoff (FDR adjusted p-value using Benjamini–Hochberg mode) [75] was <0.05. To identify genes with significant differential expression, we set the following selection criteria: (i) the absolute factor of change in expression between the groups is ≥2 (|Fold change| ≥ 2); (ii) the average of the normalized count values for all samples is >100 (base Mean > 100). To identify differentially expressed genes in the TCGA-LGG, GSE80336 and GSE78936 datasets, the second condition was relaxed (base Mean > 50) due to the presence of more genes with very low read count.

Biological processes were analyzed using the PANTHER functional classification system (http://www.pantherdb.org) [55].

### Gene expression correlation heatmaps

To determine the co-expression relationships between genes, Pearson correlation between the expression profiles of a pair of genes was calculated using the *pearsonr* function from *scipy.stats* v1.7.3 Python package. The correlation values were computed using log_2_(TPM + 1) normalized gene expression. For each resulting correlation matrix, heatmaps were built using a *Heatmap* function from the *ComplexHeatmap* v2.10.0 R Bioconductor package [76].

### Determination of metagene specific to the Th17 cells and its prognostic efficacy

To evaluate the prognostic efficacy of Th17 cells immune contexture in LGG patients, we considered Th17-signature [40] and assessed the relationship between the expression of the Th17-associated metagene and overall survival of patients. The TCGA-LGG dataset was used to generate a correlation matrix of gene expression levels from the respective signature by estimating the Pearson’s correlation coefficients. The correlation matrix was subjected to hierarchical clustering (Euclidean distance, average linkage). The metagene associated with LGG-specific Th17 cells was chosen as a cluster of highly correlated genes that included the reliable Th17 cells marker (IL17A) [42]. We then defined metagene expression as the average value of the expression of the genes composing a metagene and assessed the association of the metagene with overall survival. We stratified patients on the basis of the 75th percentile of metagene expression into two groups (high or low expression level). The resulting groups were plotted with respect to overall survival to produce respective Kaplan–Meier curves. Statistical comparison of survival by log-rank Mantel–Cox test was performed between groups. In addition, the median survival (in days) was calculated for each group. We calculated the percent change in median survival (%Δ*MS*) between the high and low metagene expression level groups, as previously reported [14], using the formula $$\% \Delta MS = \frac{{MS^{High} - MS^{Low}}}{{MS^{High}}} \times 100$$, where *MS*^*High*^ is the median survival in the group with high expression level and *MS*^*Low*^ is the median survival in the group with low expression level.

### Prognostic model construction

A special feature of survival data is right censoring when the observation period expires before death occurs. In this case, the Cox proportional hazards regression model [77] is the most common approach for studying the dependency of a patient’s survival time on several predictor variables.

To identify prognostic genes that affect the survival of patients, univariate Cox proportional hazards regression analysis was performed using *CoxPHFitter* function from *lifelines* v0.26.0 Python package [78]. This method enables the evaluation of the correlation between the expression level of each gene and overall survival in the cohort. The Wald statistic is used to estimate the statistical significance for each of the covariates in relation to overall survival. Only those genes with a *p*-value < 0.05 were considered as significant predictors and entered into the final multivariate Cox regression model. For evaluating the performance of the prediction model, the index of concordance (C-index) was calculated, which is a generalization of the receiver operating characteristic area under curve to survival data that include censored data. The C-index values range from 0 to 1, and the larger value, the better the prediction [79].

Next, we calculated the individual risk score of each patient with coefficient-weighted gene expression and constructed a predictive model with the following formula:

$$Risk\,Score = \mathop {\sum }\limits_{i = 1}^k \left( {Coef_i \times EV_i} \right),$$

where *k* is the number of prognostic genes, *Coef*_*i*_ is the coefficient of the i-th gene in the multivariate Cox regression model, and *EV*_*i*_ is the log_2_(TPM + 1) normalized expression value of the i-th gene. If *Coef*_*i*_ > 0 the i-th gene is defined as a high-risk signature, and if it is < 0, the gene is defined as protective. The patients were divided into high-risk and low-risk groups according to the median risk score calculated based on the prognostic gene signature.

To compare the differences in overall survival time between the low-risk and high-risk patient groups, survival curves were constructed using the Kaplan-Meier method, and the log-rank test was employed to assess the statistical significance of the difference. For this, *KaplanMeierFitter* and *logrank_test* functions from *lifelines* Python package were used. The sensitivity and specificity of the prognostic model for predicting the clinical outcome were evaluated by calculating the area under curve of the time-dependent receiver operating characteristic curve using *survivalROC* function from *survivalROC* v1.0.3 R package [80]. Receiver operating characteristic curves are widely used for presenting the sensitivity and specificity of continuous diagnostic markers for a binary disease outcome. This approach estimates how well the risk score can distinguish those who had an event (died) by a pre-specified time (e.g., 1, 3, 5 years) from those who remained alive.

### Immune-deconvolution: estimation of glioma-infiltrating cells

Immune cell proportions in tissue were estimated using EPIC (Estimating the Proportions of Immune and Cancer cells) deconvolution method [81]. The EPIC method estimates the fraction of five types of immune cells (B cells, CD4^+^ T cells, CD8^+^ T cells, macrophages and NK cells), cancer-associated fibroblasts (CAFs), endothelial cells and uncharacterized cells (mostly cancer cells) from bulk gene expression data. The method is based on the expression profiles of the reference genes for the cell types under consideration and predicts the proportion of these cells and the remaining uncharacterized cells for which no reference profile is given, using constrained least squares regression. Although EPIC is more limited in the number of tested immune cell types compared to other methods [82, 83], it allows for the quantification of non-immune cell types such as CAFs and endothelial cells and was also specially designed for RNA-seq data, not microarray data.

The TPM normalized expression data of the TCGA-LGG dataset were used for estimation of the fractions of cell types in the tumor for each individual, which were deconvoluted by the *EPIC* v1.1.5 R package (https://github.com/GfellerLab/EPIC) [81]. The correlation between risk score of prognostic signature and cell infiltration was calculated using Pearson’s correlation.

### Statistical Analysis

Statistics were calculated in GraphPad Prism (V.9.2). The samples or mice have never been excluded from the analysis. The method of randomisation has not been used in the manuscript. The results of the phagocytosis assay and DC activation and maturation assay were analyzed by two-way ANOVA with Tukey’s multiple comparisons test. Kaplan–Meier survival curves show the timeline of tumor development. Survival in the low-risk and high-risk groups was analyzed by log-rank Mantel–Cox test. The similarity of the variance between the samples in the large groups has been pre-checked with the Levene test.

## Supplementary information

Legend for the suppl. figures

Suppl.Figure 1

Suppl.Figure 2

Suppl.Figure 3

Suppl.Figure 4

checklist

## Data Availability

The RNA-seq data of the DCs co-cultured with glioma GL261 cells generated during the current study are available in the NCBI Gene Expression Omnibus (GEO) repository under accession number GSE218081.

# Supplementary material for: DC vaccines loaded with glioma cells killed by photodynamic therapy induce Th17 anti-tumor immunity and provide a four-gene signature for glioma prognosis
**Source:** Cell Death Dis. 2022 Dec 21;13(12):1062. doi: 10.1038/s41419-022-05514-0
**Supplement:** Supplementary file 1 — Legend for the suppl. figures

**Supplementary figures**

**Suppl. Figure 1.** PS-PDT induces mixed-type cell death (**A-B)**. Analysis of cell death by MTT assay in GL261 cells subjected to PS-PDT **(A)** or 2.0 µM mitoxantrone (MTX) **(B)** in the presence/absence of 25 μM zVAD-fmk, 20 μM Nec-1s, 1 μM Fer-1, or 10 μM DFO. **(C)** Prophylactic vaccination of mice was performed by injecting them on day 0 with GL261 cells in the left flank. The GL261 cells were previously treated with 2.0 µM mitoxantrone (MTX) or subjected to three freeze and thaw cycles (F/T) or treated with 1.4 µM photosens (PS) for 4 h and then exposed to a light dose of 20 J/cm^2^ (PS-PDT). Injection of mice with PBS was used as a control. Seven days later, the mice were challenged by subcutaneous injection of viable GL261 cells in the right flank. **(D)** The appearance of the tumors (% survival) at the challenge site and the tumor size **(E)** in mice vaccinated and challenged with GL261 cells as described in **(C).** *Statistically significant difference from the PBS group, p < 0.05; ^#^statistically significant difference from the F/T group, p < 0.05, Wilcoxon test.

**Suppl. Figure 2. (A)** Experimental setup for the prophylactic vaccination of mice injected once on day 0 with GL261 cells treated with three freeze/thaw cycles (F/T), 2.0 µM MTX, or PS-PDT, or with PBS as control, and challenged by intracranial stereotactic injection with viable GL261 cells seven days later. **(B)** Survival of mice vaccinated and challenged. N = 5–6 per group. Statistical significance was determined by logarithmic Mantel-Cox test, *p < 0.05. **(C)** Analysis of the phagocytosis of dying GL261 cells treated with PS-PDT or 2.0 µM MTX and of viable GL261 cells by bone marrow-derived dendritic cells (DCs) in ratios of 1:2 or 1:5 for 2 h. Representative dot plots of phagocytosis assay using CD11c^+^ DCs and 5-chloromethylfluorescein diacetate (CMFDA) tracer-labeled GL261 cells. The experiment was repeated six times. Statistical significance was determined by unpaired Mann-Whitney U test, *p < 0.05.

**Suppl. Figure 3. DC vaccines are protective in a therapeutic setup in the orthotopic glioma mouse model.** (**A**) Experimental setup for the therapeutic vaccination of mice intracranially injected on day 0 with 2 x 10^4^ viable GL261 glioma cells. Thereafter, they received intraperitoneal injections of a suspension containing 1 × 10^6^ prepared DCs on days 2, 6, 10 and 17. DC-based vaccines were prepared by loading the DCs with GL261 cells treated with PS-PDT (PS at a dose of 1.4 µM), 2.0 µM mitoxantrone (MTX) or mice were injected with PBS as described above. (**B**) Survival of mice as described in **(A)**. *p < 0.02, Log-rank (Mantel-Cox) test. (**C**) The neurological status of the mice was assessed every 2–4 days for up to day 60. Shown are the percentages of mice exhibiting neurological alterations (grades 0-4; n = 8-9 per group). (**D**) The temporal progression of neurological deficits in mice treated as described in **(A)** is shown for each group (n = 5-9). *p < 0.05, a statistically significant difference from the PBS group; Multiple t test. (**E**) *Ex vivo* representative T2-weighted MRI images of layer-by-layer frontal brain sections on day 37. The tumor mass is indicated by red arrows. (**F**) Histological analysis of brain sections on day 37. (**G**) Immune cell phenotyping of the isolated draining lymph nodes of therapeutically vaccinated mice. The lymph nodes of mice vaccinated with DC-GL261_PS-PDT contained a significantly increased number of CD8^+^ T cells compared to the control while the number of DCs and macrophages remained unchained (on day 37); n = 3-5 mice; p < 0.04, Kruskal-Wallis test.

**Suppl. Figure 4.** (**A**) Biological processes induced in DCs cocultured with dying glioma GL261 cells pulsed with GL261_PS-PDT. Differentially expressed genes (1242 upregulated, 115 downregulated) categorized by the processes are shown. The circle size is proportional to the number of differentially expressed genes. **(B, C)** The Th17-associated metagene and its relationship with overall survival of TCGA-LGG patients. **(B)** The metagene associated with Th17 cells in the TCGA-LGG dataset (highlighted with yellow lines). Pearson’s correlation coefficient used to analyze the gene co-expression is indicated in the color-coded legend. Red indicates a very strong positive correlation, black no correlation and green a very strong negative correlation. **(C)** The Kaplan-Meier plot of a patient's overall survival (OS, Y-axis) *versus* number of days to death or censoring (X-axis). The TCGA-LGG patients were divided by the 75^th^ percentile of metagene expression into high and low expression groups. Shown are the respective log-rank Mantel-Cox test p-value, median survival in the high (MS^High^) and low (MS^Low^) expression groups, and difference in percent change in median survival (%∆MS) between groups. Two black dotted lines represent the approximate point of two- year and five-year survival (y.s.).

How the deposited data were processed for this re-analysis (not part of the article)

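RNA was measured in 12 samples of mouse bone-marrow-derived DCs, 4 control samples without GL261 cells, 4 cocultured with GL261 cells killed by PS-PDT and 4 cocultured with GL261 cells killed by MTX. The authors sequenced strand-specific libraries of polyadenylated RNA as read pairs on one NovaSeq lane, mapped them with BWA-MEM to Ensembl GRCm39, counted with FeatureCounts and deposited a table of counts, whole numbers of reads or read pairs for each gene symbol, without normalization. BWA-MEM does not model splicing, so reads across exon junctions can be clipped or lost, which lowers genes with many short exons in every sample alike. Whether counting used strand, counted reads or pairs, or kept reads with several positions is not stated. The paper's methods speak of the transcript level, whereas the table holds one line per gene symbol, 40834 in all, of which 2006 have names starting with LOC as in RefSeq. All 12 columns were used, and 0 lines named no gene. Of the symbols, 32481 were matched to the GENCODE M39 annotation of GRCm39 for coordinates, biotypes and exon lengths. These held between 96.7% and 98.3% of each sample's counts.

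Total counts per sample ranged from 40460497 to 72128430, with a median of 52791122. Counts without molecular identifiers are not independent molecules, so the limit of 3 counts for a count of 0 covers counting error only. Groups were taken from the sample labels, which match the paper. The samples of a group were compared for duplicates and none were found. No sequencing batch is named, and all libraries were on one lane.

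Normalization by TMM, the quasi-likelihood test (glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment were run in edgeR 4.0.16 with limma 3.58.1 and R 4.3.3. All 12 samples were fitted together with the group as the only factor, so that the 3 comparisons (each coculture against control DCs and the cocultures against each other) shared one estimate of the spread. Genes needed at least 10 counts in at least 4 samples, which 19840 met. Calls used an adjusted p-value under 0.05, a fold change of at least 2 and a mean normalized count over 100, as in the paper's methods, which name DESeq2. Folds against a group at or under 3 counts are given as lower bounds. Exact two-sided permutation tests of log2 normalized counts used scipy 1.17.1, with Benjamini-Hochberg adjustment over 16 tests. Values of TPM were computed here from the deposited counts and the union of annotated exons, with a pseudocount of 1 and, as an alternative, 0.1. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

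The model was tested on simulated data. Counts for 16037 genes were drawn from the means and library sizes of the real samples, with 200 genes changed in 1 comparison. edgeR recovered 199 of them (99.5%) with 5 false calls, and made 0 calls in the comparison without changes. DESeq2 also recovered 199, with 10 false calls and 4 calls in the comparison without changes. Large changes in well-counted genes are easily recovered, so these results do not cover smaller changes, genes with few counts or a shift in RNA composition.

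The test, its samples, the alternatives, the gene lists and the rule for naming genes were chosen before the data were examined, apart from the scaling to DC genes described next. The alternatives were DESeq2 1.42.0 on all 12 samples or on the 8 samples compared, DESeq2's size factors, library size alone or TMM factors from genes with at least 100 counts in control DCs, no filter or a filter of 10 counts in every sample, a model of the 8 samples compared, the replicate number in the model, each sample left out in turn, no minimum on the mean normalized count or a minimum over the 8 samples, and a test against a fold change of 2 (glmTreat). Scaling to 20 DC genes was added after seeing the data: library sizes were set in proportion to the geometric mean count of Ptprc, Itgax, Flt3, Zbtb46, Csf2ra, Csf2rb, Irf8, Irf4, Spi1, Cd74, H2-Aa, H2-Ab1, H2-Eb1, Ciita, Itgam, Laptm5, Coro1a, Fcer1g, Tyrobp and Cd52. It assumes that these genes did not change in DCs.

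The genes named, apart from 2 items that are not reported here, are those the paper names for this experiment, the 5 with the highest and the 5 with the lowest fitted log2 fold change in each coculture among called genes whose samples did not overlap with the controls, the 3 with the largest rise and the 3 with the largest fall among called maturation genes in each comparison, and called members of a gene list where the text speaks of that list. The lists were the 61 maturation genes of Fig. 4D and E, signals to and genes of Th17, Th1, CTL and Treg cells, and genes associated with glioma cells, DCs, neutrophils, the cell cycle, p53, NRF2, interferon, stromal cells and sex. Counts of sensory receptor genes were added after the other results.

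Pathway enrichment, the vaccination of mice, flow cytometry and the patients' data were not analysed here.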

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

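The tests of the order of samples among genes called lower in the PS-PDT group and among interferon-stimulated genes, the order without Thbs1 and the spread of the DC genes were chosen only after the result was seen.

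Among the 36 sets of 4 samples examined for a sample far from the others, 3 had one, and chance gives about 1 in 20. For Tgfb3 in the PS-PDT group, replicate 3 had 253.4 normalized counts against 368 to 378 in the others, a gap of 0.934 of the range. For Il23a it had 492 against 32.5 to 51.6, a gap of 0.831. For Il6 in control DCs, replicate 3 had 1117.4 against 364 to 438, a gap of 0.836. Depth does not set PS-PDT replicate 3 apart, since its total count was 50910343, within the range of the other groups. The same sample had the lowest share of glioma-associated genes, the highest share of DC genes and the position nearest to control DCs on the first principal component. A candidate explanation for its low Tgfb3 is less RNA carried over from GL261 cells. Its share of DC genes was 33731 CPM against 20519 to 24456 CPM in the other PS-PDT samples, a smaller difference than for Il6 and Il23a, so a larger share of DC RNA alone does not account for these. Without it, the log2 fold change of Il23a in the PS-PDT group was 0.70, that of Il6 0.38 and that of Tgfb3 1.07. A difference between the mice or cultures stays open and was not tested. No biological explanation of the control sample's Il6 was tested.

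Of 35 glioma-associated genes, 19 were called higher in the PS-PDT group and 20 in the MTX group, and 19 in both, where the paper does not report on these genes. Their median log2 fold changes were 4.29 and 5.33, or 3.56 and 4.08 with genes at or under 3 counts in control DCs set to their bounds. Of the 35, 11 had over 100 normalized counts in control DCs and so are also read in those DC preparations. Of the abundant members, Thbs1, Gpc1, Vcan and Fgfr1 were not called in either coculture. Their log2 fold changes were -0.33, 0.16, -0.47 and -0.06 in the PS-PDT group and -0.97, -0.09, -0.68 and -0.92 in the MTX group. Other members were far above control DCs. Sparc went from 29.9 normalized counts to 32989.5 in the PS-PDT group and 75409.7 in the MTX group, Col6a1 from 17.4 to 15660 and 14334.5, Nes from 341 to 14768 and 16234, and Cspg4 from 5.3 to 9823 and 4255. Sox2 was at least 457-fold and 583-fold higher. With a filter of 10 counts in every sample, which removes genes absent from control DCs, 7 and 10 were called. The rise of most of these transcripts is consistent with RNA of GL261 cells, on or inside the DCs, being sequenced with DC RNA (19 of 35 called in both groups). The order of samples argues the same way. Of 1745 other genes called higher in the PS-PDT group, 18.3% ordered the 4 samples as the glioma-associated genes did, against 3.49% of genes not called and 4.17% by chance, and in the MTX group 24.3% of 2426 did, against 6.81% of genes not called. Leaving Thbs1, 80.4% of the list's share in control DCs, out of the list left the order of the samples and these percentages (18.3% and 24.3%) as they were, which argues against this gene as their cause. Among genes called lower, the opposite order was found for 15.8% in the PS-PDT group, against 7.61% of genes not called, as dilution of DC RNA would give. In the MTX group it was found for 10.1%, against 6.27%, too small a difference to decide, so dilution and regulation cannot be told apart for these genes. Genes share their samples and are not independent, so no p-value is given. Dilution alone is argued against for the DC genes in the MTX group, whose log2 fold changes ranged from -3.40 to -0.75, a spread of 2.57 times their median standard error, where dilution lowers all by one factor. The ratio was 0.52 in the PS-PDT group. Uptake of GL261 RNA by living DCs and adhering GL261 cells were not separated by any test.

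Of 18 interferon-stimulated genes, 13 were called higher in the PS-PDT group and 17 in the MTX group, a set the paper does not report on. The median log2 fold change was 1.34 and 4.88, and 3.44 between the cocultures, where 16 were called higher in the MTX group (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The direction was the same under each scaling tried. The genes took 612 ± 212 CPM in control DCs, 867 ± 61.1 in the PS-PDT group and 5751 ± 424 in the MTX group (SD, n = 4). Cxcl10, listed here as a Th1 signal, is one of them. If carried-over RNA were the cause, these genes could order the samples as the glioma-associated genes do. Of the 18, 0 did so in the PS-PDT group and 1 in the MTX group, where chance gives 4.17%, and so few genes decide nothing. Interferon-stimulated RNA made by DCs and by dying GL261 cells therefore cannot be told apart here, since both cell types can express these genes and the coculture holds both. The treatment of the GL261 cells stays open as a biological explanation and was not tested apart from it.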

How the results depend on the processing

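Scaling to the 20 DC genes and the spread of these genes were chosen after seeing the data, and no other test in this part was chosen only after the result was seen.

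In the MTX group Tgfb3, Il6 and Il23a stayed higher and past an adjusted p-value of 0.05 under every alternative that gave a value, with log2 fold changes from 1.71 to 4.04, 1.61 to 4.15 and 3.84 to 6.67. Il23a has no value under the filter of 10 counts in every sample, and its adjusted p in the PS-PDT group was not given by DESeq2 on the 8 samples. Of other splits of the 8 samples compared into groups of 4, only the real split (1 of 35) gave as many calls in each of the 3 comparisons, and the next largest numbers were 1, 0 and 0 genes.

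In the PS-PDT group Tgfb3, Il6 and Il23a passed an adjusted p-value of 0.05 only under some alternatives, and the cause was not tested. Tgfb3 passed with DESeq2 on all samples (log2 fold change 0.94), DESeq2 on the 8 samples (0.98), library size alone (1.14), TMM factors from genes with at least 100 counts in control DCs (1.05) and no filter (0.96). Il23a passed with DESeq2 on all samples (2.62), library size alone (2.70) and no filter (2.63). Across the 12 fits that each left out one sample, Tgfb3 ranged from 0.65 to 1.18, Il6 from 0.38 to 1.78 and Il23a from 0.70 to 3.14.

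Of the signature genes Cyp1b1, Galnt3, Smc4 and Vav3, fewer were lower in the MTX group with library size alone or with TMM factors from genes with at least 100 counts in control DCs, 2 in each against 4, because both raise the fold changes of all genes. With library size alone the median of all genes rose by 0.17 in the PS-PDT group, 0.46 in the MTX group and 0.29 between the cocultures, and with the TMM alternative by 0.32 in the MTX group and 0.23 between the cocultures. A filter of 10 counts in every sample shifted these last 2 medians by 0.23 and 0.17. It tests fewer genes, and gave 1134 calls in the PS-PDT group against 1893 and 1075 common calls against 1813. It also left 1 of these 4 signature genes against 3 and 1 maturation gene against 3 in the PS-PDT group, and the cause was not tested. Without a minimum on the mean normalized count, which adds genes, 3756 genes were called in the PS-PDT group, 9006 in the MTX group, 5162 between the cocultures and 3639 in common. The glmTreat test against a fold change of 2, a stricter test, left 891 of 2147 between the cocultures.

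Scaling to the 20 DC genes gave 3680 calls in the PS-PDT group, 11641 in the MTX group, 9029 between the cocultures and 3674 in common, and without a fold threshold 8008 in the PS-PDT group and 7982 in both. It assumes that the DC genes did not change in DCs, although their log2 fold changes in the MTX group spread 2.57 times as wide as their median standard error. By its construction it raises all genes, by a median of 0.66 in the PS-PDT group, 1.98 in the MTX group and 1.32 between the cocultures. Tgfb3, Il6 and Il23a passed in the PS-PDT group at 1.67, 1.67 and 2.93, 7 maturation genes were called, and 0 of the 4 signature genes were lower in the PS-PDT group and 0 in the MTX group. The direction turned for Smc4 (0.32 and 1.49 in the PS-PDT and MTX groups), Vav3 in the PS-PDT group (0.22), and Galnt3 in the MTX group (1.37).

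Leaving out one sample moved the genes without a fold threshold in the PS-PDT group from 2760 (without PS-PDT replicate 4) to 5667, the maturation genes called there from 3 to 10 (without PS-PDT replicate 3) and the number of the 4 signature genes lower there from 0 (without control replicate 2 or PS-PDT replicate 4) to 4 (without PS-PDT replicate 3).

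With the replicate number in the model as a replicate block, 1899 genes were called in the PS-PDT group, 4589 in the MTX group, 2197 between the cocultures and 1818 in common. Il6 in the PS-PDT group passed at a log2 fold change of 1.09 (adjusted p = 0.00103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the other alternatives reached up to 0.54). Across genes, which are not independent replicates, the deviations of samples of the same number from their group means had correlations of -0.02 to 0.30 for control and PS-PDT samples (-0.18 to 0.08 for samples of different numbers), 0.08 to 0.39 for control and MTX samples (-0.27 to 0.12) and -0.24 to 0.35 for PS-PDT and MTX samples (-0.32 to 0.48). A shared mouse or day is thus neither shown nor excluded, and the paper does not state a pairing.

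Among the other results, the alternatives left 717 values as they were, 12 weaker and 72 moved. Leaving out samples left 1001 as they were, 21 weaker, 1 stronger and 45 moved, and the scaling to DC genes left 29 as they were, 4 weaker, 52 moved and 4 turned. Depth limits the genes with 0 counts in control DCs, for which only lower bounds of a fold can be given.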

Differences from the paper's values

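Scaling to the 20 DC genes was chosen after seeing the data, and no other test in this part was chosen only after the result was seen.

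The paper matches 5135 genes without a fold threshold with the patients' genes. Here 9456 genes passed the same thresholds in the MTX group and 9741 in at least one coculture. None of the alternatives set before the data were examined closed these gaps, with 8421 to 14060 genes in the MTX group and 8639 to 14381 in at least one coculture. Read as the PS-PDT group alone or as genes in both cocultures, the number here was 4147 or 3862, nearer to the paper's 5135. With DESeq2 on all samples these were 5291 and 4879, and with DESeq2 on the 8 samples compared 5218 and 4628.

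The median of log2(TPM + 1) of Il23a in control DCs was about 1.5 in Fig. 4F, read by eye, as the paper's value, and 0.70 here. The only alternative that bears on it, a pseudocount of 0.1, gave -0.55 here and did not close the gap, but a smaller pseudocount lowers the value by construction and so decides nothing.

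Fig. 4F marks Tgfb3, Il6 and Il23a as significantly higher in the PS-PDT group. Here their adjusted p-values were 0.0547, 0.122 and 0.0582 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The settings that called Tgfb3 were DESeq2 on all samples, DESeq2 on the 8 samples compared, library size alone, TMM factors from genes with at least 100 counts in control DCs, no filter, and leaving out control replicate 2, control replicate 4 or PS-PDT replicate 3. Il6 was called with the replicate number in the model and without control replicate 3. Il23a was called with DESeq2 on all samples, library size alone, no filter, and without PS-PDT replicate 2, PS-PDT replicate 4 or MTX replicate 3. Scaling to the 20 DC genes, chosen after seeing the values, called all 3.

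The paper states that Th1, CTL and Treg marker genes were not differentially expressed. Its text does not name them. Among the genes listed here, Cxcl10 (log2 fold change 1.94) and Itgb8 (1.20) were called higher in the PS-PDT group.

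The paper lists VAV3 among genes changed in the DC experiments. In the PS-PDT group its adjusted p-value here was 0.0923 in the same test, and among the alternatives adjusted over all genes tested only leaving out PS-PDT replicate 3 put Vav3 under 0.05. Adjusted over 4 signature genes alone, it was under 0.05 too. In the MTX group it was under 0.05.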

Other observations

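The tests of the signature genes on the scale of the DC genes and of the loss of DCs by the spread of the DC genes were chosen only after the result was seen, and the look at Pramel and Zscan4 genes and at Il6 by replicate was too. The test on sensory receptor genes was set after the other results and before its own values were seen.

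Genes with few reads rose widely in the MTX group. Control samples had counts on 20796 to 21589 genes, PS-PDT samples on 23094 to 25256 and MTX samples on 24038 (replicate 2), 28807 (replicate 1), 31400 (replicate 4) and 33144 (replicate 3). Olfactory, vomeronasal and trace amine receptor genes, which belong to sensory neurons, were taken as genes that neither DCs nor glioma cells should express. Of 1495 such genes, 3.21% to 4.08% had a count in control samples and 9.23% to 42.2% in MTX samples. Within each coculture this percentage ranked the samples as their total counts did, and in control DCs in the reverse order. Depth alone does not account for the MTX values over control DCs, since the lowest of them came from the shallowest of all samples (replicate 2, 40460497 counts). A candidate explanation is reads from genomic DNA in the MTX preparations, which would give counts to such genes in every MTX sample, and the lowest MTX value of 9.23% is over the highest control value of 4.08%. In the PS-PDT group the lowest value was 4.21% and the highest 6.69%, and carry-over from DNA cannot be told apart from the spread there, because replicate 3, the shallowest of its group, lay next to the controls. Transcription of normally silent genes after MTX, a DNA intercalator, stays open as a biological explanation and was not tested. The receptor genes took only 44.8 to 65.8 CPM in MTX samples against 21.1 to 26.8 in control samples, so the observation bears on genes near the count minimum. MTX replicate 2 had the highest of these (65.8) but, with the lowest total count, the lowest percentage of genes with a count. The 2 measures thus did not rank the samples alike.

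The Pramel and Zscan4 families rose further in the MTX group. Of 26 Pramel genes tested, 18 were called higher in the PS-PDT group and 20 in the MTX group, with 20 called higher in the MTX group than in the PS-PDT group, and of 5 Zscan4 genes all 5 were in each comparison. Reads of such families are uncertain where members share sequence. The minimum on the mean normalized count covers all 12 samples, so MTX counts could let such genes pass in the PS-PDT group. Pramel40 was called there with 13.1 normalized counts, against 2060.1 in the MTX group.

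Of 4 genes of Th17 cells examined, Il17f, Il22, Ccr6 and Ccl20, 0 were called in either coculture, where 1 and 3 had an unadjusted p under 0.05. The highest mean normalized count among these 4 genes was 42.9, under the minimum of 100 that a call requires. By adjusted p-value alone, Il17f was higher in the PS-PDT group (0.0495, at 3.9 normalized counts) and the MTX group (8.17e-06). Ccl20 was higher in the MTX group (0.000625, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

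Il6 was highest in replicate 3 of each group, with 1117.4, 3213 and 5020 normalized counts. Whether samples of one number share a mouse or a day is not stated.

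On the scale of the 20 DC genes, 0 of the signature genes Cyp1b1, Galnt3, Smc4 and Vav3 were lower with an adjusted p-value under 0.05 in the PS-PDT group and 0 in the MTX group. That scale raises all genes and leaves few lower, so the outcome is nearly fixed by its construction. Whether DC RNA diluted by RNA of GL261 cells or regulation in DCs lowered these genes cannot be told apart by it.

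The 20 DC genes were lower in both cocultures with TMM. The median log2 fold change was -0.65 in the PS-PDT group, with 0 called and 14 at an unadjusted p under 0.05, and -2.18 in the MTX group, with 18 called. Between the cocultures it was -1.56. Of 10 genes of neutrophils tested, 1 was lower in the PS-PDT group (Csf3r) and 3 in the MTX group (S100a9, Ltf and Ngp), with medians of -0.83 and -0.64, and on the scale of the DC genes the MTX median was 1.34. The number called in the PS-PDT group was 0 with library size alone, on the scale of the DC genes and in 7 of the 12 fits that left out one sample, and 4 without control replicate 1, and adjusted over the list alone 0 passed in either coculture. Loss of DCs lowers all DC genes by one factor only where no other cells sequenced express them. Their log2 fold changes in the MTX group spread 2.57 times as wide as their median standard error, from -0.75 (Itgam) to -3.40 (Ciita). Whether other cells in the preparations expressed some of them was not measured, so this spread cannot decide on loss of DCs alone. How far loss of DCs together with lower expression in those that remain may account for the larger number of falling genes there (median -2.18) cannot be told apart, because no value here measures the number of DCs.

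Of 20 p53 target genes, 4 were called higher and 1 lower in the MTX group (median 0.29) and 1 higher in the PS-PDT group (Phlda3, median -0.22). Between the cocultures 3 were called higher in the MTX group and 0 lower, and 12 were higher by adjusted p-value alone. MTX acting on DNA in the cells sequenced may raise them, but members moved both ways and all genes had a median of 0.17, so this cannot be told apart from the scaling. On the scale of the DC genes the MTX median was 2.25.

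Of 30 cell cycle genes, 0 were called in the PS-PDT group (8 at an unadjusted p under 0.05) and 5 in the MTX group, Ccnb2, Bub1b, Kif11, Rrm2 and Cdc20, 1 higher and 4 lower. The medians were -0.14 and -0.11. With library size alone the MTX median was 0.36, so whether proliferation may differ between the groups cannot be told apart from the scaling.

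Of 12 NRF2 target genes, 1 was lower in the PS-PDT group (Osgin1, median -0.18) and 5 in the MTX group (Gclm, Slc7a11, Osgin1, Gsr and Fth1, median -0.68), and on the scale of the DC genes the MTX median was 1.275. Of 8 stromal genes tested, 5 were called higher in the PS-PDT group and 6 in the MTX group, with medians of 3.86 and 4.60. Of 5 sex-linked genes 2 were tested, and Xist was lower in the MTX group with TMM (list median -1.35) but not with library size alone or on the scale of the DC genes.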
